# Comparison of mouse models reveals a molecular distinction between psychotic illness in PWS and schizophrenia

**DOI:** 10.1038/s41398-021-01561-x

**Published:** 2021-08-20

**Authors:** Simona K. Zahova, Trevor Humby, Jennifer R. Davies, Joanne E. Morgan, Anthony R. Isles

**Keywords:** Molecular neuroscience, Clinical genetics

## Abstract

Prader-Willi Syndrome (PWS) is a neurodevelopmental disorder caused by mutations affecting paternal chromosome 15q11-q13, and characterized by hypotonia, hyperphagia, impaired cognition, and behavioural problems. Psychotic illness is a challenging problem for individuals with PWS and has different rates of prevalence in distinct PWS genotypes. Previously, we demonstrated behavioural and cognitive endophenotypes of relevance to psychiatric illness in a mouse model for one of the associated PWS genotypes, namely PWS-IC, in which deletion of the imprinting centre leads to loss of paternally imprinted gene expression and over-expression of *Ube3a*. Here we examine the broader gene expression changes that are specific to the psychiatric endophenotypes seen in this model. To do this we compared the brain transcriptomic profile of the PWS-IC mouse to the PWS-cr model that carries a deletion of the PWS minimal critical interval spanning the snoRNA *Snord116* and *Ipw*. Firstly, we examined the same behavioural and cognitive endophenotypes of relevance to psychiatric illness in the PWS-cr mice. Unlike the PWS-IC mice, PWS-cr exhibit no differences in locomotor activity, sensory-motor gating, and attention. RNA-seq analysis of neonatal whole brain tissue revealed a greater number of transcriptional changes between PWS-IC and wild-type littermates than between PWS-cr and wild-type littermates. Moreover, the differentially expressed genes in the PWS-IC brain were enriched for GWAS variants of episodes of psychotic illness but, interestingly, not schizophrenia. These data illustrate the molecular pathways that may underpin psychotic illness in PWS and have implications for potential therapeutic interventions.

## Introduction

Prader-Willi syndrome (PWS) is a neurodevelopmental disorder primarily caused by mutations affecting paternally expressed genes (PEGs) on the imprinted 15q11.2-q13 region. This interval includes several genes expressed only from the paternal chromosome (*MKRN3, MAGEL2, NECDIN, NPAP1, SNURF-SNRPN*, cluster of non-coding RNAs), as well as two genes expressed only from the maternal chromosome (*UBE3A, ATP10*) [1]. The disruption of this locus is associated with hypotonia, growth retardation, hyperphagia, mild to a moderate learning disability, as well as a range of psychiatric conditions [2, 3]. Upwards of 20% of PWS patients are formally diagnosed with major depressive disorder (MDD), while 50–70% score highly on questionnaires for anxious and depressive episodes [4]. Phenotypes of reduced attention and poor impulse control are also highly prevalent and are reported to be intensified in children with PWS compared to their peers with learning disabilities only [5, 6]. Furthermore, between 16% and 32% of patients experience episodes of psychosis, including delusional ideation and hallucinations [4, 5, 7, 8].

The prevalence and variation of psychiatric endophenotypes in PWS are influenced by individual genotypes. Individuals with PWS can be roughly divided into two groups based on distinct genotypes. The first and most prevalent group (~75%) consists of those that carry a paternally derived deletion spanning the genes of the 15q11-q13 (delPWS) region. In recent years, several case studies have reported paternally derived microdeletions of the 15q11.2-q13 non-coding RNAs in individuals that exhibit growth retardation, hyperphagia, and hypotonia [9–11]. Since these are regarded as the core features of PWS, the region covered by the microdeletions, in which non-coding PEGs *SNORD116* and *IPW* are deleted, is referred to as the PWS critical interval (PWS-cr).

The second most common PWS genotype is maternal uniparental disomy of chromosome 15 (mUPD15), found in about 25% of PWS patients. As well as the core phenotypes, population studies of individuals with PWS report increased incidence and severity of psychosis in those with mUPD15 compared to delPWS, including a higher rate of diagnoses of schizoaffective and bipolar disorders [12, 13]. mUPD15 leads to loss of expression of all PEGs, including those in the PWS-cr, and also to an overexpression of the two maternally expressed genes (MEGs) in the 15q11-q13 imprinted interval [1]. A similar molecular profile (loss of PEGs, overexpression of MEGs) is seen in the rare imprinting centre (IC) mutation genotype (<5%) [14], which also shows the incidence of psychotic illness [15]. These findings have led to the suggestion that the overexpression of MEGs, and specifically *UBE3A*, might be the main contributors to psychiatric illness in PWS [1], an idea supported by the increased incidence of psychotic illness in individuals carrying maternally-derived copy number variation (CNV) duplications at 15q11-q13 [16]. Nevertheless, delPWS patients can also exhibit depression, anxiety and, albeit with reduced incidence and severity, psychotic episodes [7, 17], and recent genomic studies linked variation in the PWS PEGs *MAGEL2*, *NECDIN,* and *SNORD116*, to scoring highly on the Schizotypal Personality Questionnaire [18, 19]. Taken together, this suggests a potential combinatorial role for both the PWS PEGs and MEGs in psychiatric illness. However, as yet the mechanism leading to psychiatric illness remains unclear.

To address this, we have used mouse models to investigate behavioural and cognitive phenotypes of relevance to psychiatric illness seen in PWS. Previously, we have examined behavioural and cognitive phenotypes in a PWS imprinting centre deletion (PWS-IC) mouse, which models the rare IC mutation genotype and demonstrates loss of expression of PEGs and overexpression of MEGs [14, 20], matching that observed in individuals with mUPD15. We have shown that the PWS-IC model recapitulates many of the behavioural and cognitive deficits of relevance to PWS, including hypoactivity, abnormal sensory-motor gating, reduced attention, and greater impulsivity [20–22]. Here, we examine the behaviour of another PWS mouse model carrying a deletion of PWS-cr, in order to investigate whether the PWS-cr contributes to the endophenotypes of relevance to psychiatric illness and cognition observed in the PWS-IC mouse model. Both models show the growth [20, 23, 24], endocrine [23, 25], and hyperphagia [26–28] phenotypes central to PWS. We tested whether hypoactivity, abnormal sensory-motor gating, reduced attention, and greater impulsivity are indeed limited to the PWS-IC mice by conducting the same behavioural characterisation in PWS-cr mice. Furthermore, we attempted to examine the broader molecular changes that may underpin these cognitive and psychiatric endophenotypes specifically by using RNA-seq to examine gene expression changes in the brain of both PWS models. The behavioural differences between models were reflected in distinct profiles of differentially expressed genes (DEGs) and isoform changes between PWS-IC and PWS-cr brain. Critically, the DEGs and isoform changes in PWS-IC, but not PWS-cr, were enriched for genetic variants associated with psychotic illness, but interestingly not schizophrenia. Our findings shed light on a molecular basis of behavioural and cognitive problems seen in PWS and may have implications for the treatment of psychotic illness in individuals with genetic lesions at 15q11-q13.

## Materials and methods

### Behavioural experiments

#### Animal husbandry

Due to the genomic imprinting of the 15q11.2-q13 locus, heterozygous mice carrying the deletion on the paternally inherited chromosome are expected to have a complete loss of expression of the critical interval. PWS-cr^m+/p−^ mice (B6(Cg)-Snord116^tm1Uta^/J) were purchased from The Jackson Laboratory. The females were mated with wild-type C57BL/6 males in order to generate PWS-cr^m−/p+^mice, which carry the deletion on the silenced maternal copy of the critical interval and are therefore expected not to exhibit any of the phenotypes associated with it. The behavioural cohort of 24 PWS-cr ^m+/p−^ (16 female, 8 male) and 31 wild types (17 female, 14 male) was produced by breeding PWS-cr^m−/p+^males with wild type CD1 females in order to exactly replicate the genetic background that we have used in our previous study examining the behaviour of a PWS-IC mouse model [20]. Weaning took place at approximately four weeks of age, when animals were housed in single-sex and mixed genotype cages of 2–4 individuals. Ear tissue was collected for genotyping and identification. Experimental testing began at approximately 8–9 weeks of age and took place in the order in which the tests are described below. The number of animals used was determined on the basis of data variability in previous experiments and our ability to determine differences by genotype or sex, and interaction between genotype and sex. Due to the need to balance genotypes within cages and during testing, the experimenter was not blinded.

The animals were handled daily for two weeks prior to the start of experimentation in order to adapt them to be picked up. All mice were kept at a 12 h light/dark cycle, with the lights being switched on at 7:00 h every morning. Access to water and food was *ad libitum*, until two weeks before the start of the reward preference test, when the animals were gradually introduced to a water deprivation regime. During the first two days of this regime, the animals were given access to water for 4 h per day. After that, the access to water was limited to 2 h per day. The water deprivation regime continued all through the reward preference test and the 5-choice serial reaction time task. Water bottles were provided in the home-cages immediately after experimentation.

All procedures were conducted in accordance with the requirements of the UK Animals (Scientific Procedures) Act 1986, under the remit of Home office license number 30/3375 with ethical approval at Cardiff University.

#### Elevated plus maze and open field

The elevated plus maze (EPM) and open field test (OF) were used to measure anxiety-related behaviours [29, 30]. The EPM consisted of a plus-shaped platform, with two enclosed arms (19 × 8 × 15 cm) and two open, exposed arms (19 × 8 cm). The maze was lifted 50 cm above the ground. The animals were placed in one of the enclosed arms of the maze at the beginning of the task, and allowed to freely explore for 5 min. The OF apparatus consisted of a square arena (75 × 75 cm) enclosed by walls (45 cm). The surface of the arena was divided into the central zone (45 × 45 cm) and the outer zone. The animals were placed into the outer zone of the arena and allowed to freely explore for 10 min. The movement of the animals in the EPM and OF was detected by a camera attached to a computer with Ethovision software (XT, Noldus, Netherlands). Time spent in movement during the trials was calculated post-hoc by dividing the distance by the velocity.

#### Locomotor activity

Spontaneous locomotor activity (LMA) of mice was explicitly measured in custom-made chambers (21 × 36 × 20 cm) fitted with infrared beams, situated 3 cm from either end of the box and 1 cm from the floor of the box. The test was run in complete darkness in order to remove the anxiogenic effect of light. The mice were placed in the boxes and allowed to roam freely for 2 h, while the disturbance of the beams by their movement was recorded by an Acorn computer with an Arachnid software (Cambridge Cognition LTD). The number of beam breaks and the consecutive breaking of the two infrared beams (referred to as a “run”) were considered the main measures of locomotor activity. The animals were assessed at the same time for two consecutive days, in order to assess habituation to a novel environment within and between sessions.

#### Acoustic startle and pre-pulse inhibition

Acoustic startle response (ASR) and pre-pulse inhibition (PPI) were used to test for phenotypes associated with psychotic and affective illness [31]. ASR and PPI were measured in a soundproofed SR LAB startle chamber with a speaker (San Diego Instruments), in which the mice were securely placed inside a plexiglass tube (3.5 cm dia). The trial commenced with 5 min of 70 dB white noise in order to allow for habituation to the environment. After habituation, the mice were exposed to a range of acoustic stimuli, including pulse-alone stimuli at 120 dB and 105 dB above background noise (70 dB) for 40 ms, then startle stimuli preceded by 20 ms pre-pulses of 8 dB and 16 dB, 100 ms prior to startle stimuli. All startle and pre-pulse stimuli were presented against a background noise of 70 dB. The startle movement in response to the noise was recorded with a piezoelectric accelerometer and normalized by body weight before analysis. PPI of the ASR was calculated as the percentage reduction in startle amplitude between responses to startling stimuli alone (averaged cross 13 trials) and pre-pulse trials (averaged for the 5 presentations at each pre-pulse amplitude.

#### Reward preference test

Prior to the 5-CSRTT and after a transition to restricted home-cage water access, animals were gradually exposed to the substance (10% condensed milk in tap water) which was to be used as a reward for the tasks later on. The animals were placed individually in a cage without sawdust, for a 10 min session each day, over a 7-day period. Each cage contained two small plastic containers (~1 cm high × ~2 cm diameter) secured to the floor by Velcro, placed equidistant from the end wall, and evenly spaced across the width of the cage. On the first two days, both containers contained tap water. On the following four days, one container contained the condensed milk dilution and the other - water, with the positions alternating each day of testing. On the final day, both containers were filled with the condensed milk dilution. All consumption was measured in grams by weighing the containers before and after the task. The preference for the reward was calculated for days 3–6 as a percentage of the total volume consumed.

#### 5-choice serial reaction time task

The 5-choice serial reaction time task (5-CSRTT) is commonly used to measure visuo-spatial attention and impulsivity in rodent models of disease [32, 33]. The 5-CSRTT was commenced on the day following the final day of the reward preference test and broadly followed the protocol described by [34]. For this task, mice were trained to respond to a brief visual stimulus appearing pseudo-randomly at one of five locations, in order to gain a condensed milk reward. The variables analysed as indicative of performance were accuracy (ratio of correct to total trials), omissions (ratio of omitted trials to total trials), and premature responses (number of responses that took place before the stimulus was presented). Other variables such as completed trials (calculated as ratio out of 60), correct reaction time, reward collection latency, number of food magazine entries, and the total number of trial perseveration were also kept track of for further analysis. Subjects were trained to a set baseline performance observed at a stimulus duration of 0.8 s (>30 completed trials, >75% accuracy, and <25% omissions). Full details can be found in Supplementary information.

The conditions of the experiment were manipulated in order to study various aspects of attention and impulsivity. One of the manipulations entailed shortening the stimulus duration (SSD). During this session, stimuli of 0.6, 0.4, and 0.2 s were interspersed in pseudorandom order along with the baseline stimulus duration of 0.8 s, in order to increase the difficulty of the task and to affect the accuracy of performance. In another manipulation lengthened it is (LITI) of 7 s, 9 s, and 11 s were interspersed in pseudorandom order along with the baseline inter-trial interval of 5 s, in order to induce premature responses and test for impulsive behaviour.

#### Data analysis

All data were analysed using R Studio 1.1.383 (R Studio, Inc). Linear models (lm) and generalized linear models (glm) were built with genotype and sex as fixed effects. Since interactions between sex and genotype were not observed, the effect of sex is not reported in this paper. However, the data, which are freely available on the ‘Open science framework’ (https://osf.io/wnx8r/) are identifiable and therefore separable by sex. Logistic glm from the binomial family was used to analyse all proportional data. Mixed lms and glms with mouse ID as a random effect were built using the lme4 package [35], for data in which multiple measures were taken from each individual at different conditions. In the LMA mixed model, day of testing and time bins were added as fixed effects. In the ASR mixed model, the startle trial number was added as a fixed effect. In the PPI mixed model, the different pre-pulse decibels (8 dB, 16 dB) were added as fixed effects. For the 5-CSRTT SSD and LITI manipulations, stimulus duration and inter-trial interval were also added as fixed effects. The p-values and chi-square values (χ^2^) presented in the results were calculated using likelihood ratio tests run with the inbuilt ANOVA function of R and comparing the full statistical models to reduced models with genotype removed as a fixed factor.

### RNA sequencing

#### Tissue collection, preparation, and RNA sequencing

For the RNA sequencing experiments, whole-brain neonatal tissue was taken from 6 PWS-cr mice and 6 of their wild-type littermates (from 4 separate litters), and from 4 PWS-IC^m+/p−^ mice and 6 of their wild type littermates (from 2 separate litters). The tissue was collected first thing in the morning (9–10:00 am) following birth and was snap-frozen on dry ice and stored at −80 °C until. RNA was extracted using the Direct-zol RNA Miniprep kit. Libraries were prepared with the KAPA mRNA HyperPrep kit (Roche Sequencing solutions) from total RNA of RQN > 8.5 as assessed by the Fragment Analyser system (Agilent Technologies). 800 ng of polyA selected RNA was used for each sample for a paired and unstranded sequencing approach. The target read depth was 80 million reads per sample. The mRNA was fragmented at 94 °C for 6 min to achieve a mean insert size of 200–300 bp. A 8 cycles were used in the final amplification. A final bead clean-up step was added at the end of the protocol before the libraries were taken forward for NGS on an Illumina HiSeq4000 system.

#### RNA sequencing analysis

For analysis of differential gene expression, sequencing reads were mapped to the mouse genome (version mm10) using the STAR software package [36]. Unmapped reads were output into the BAM file with the Within KeepPairs option, which records unmapped mates for each alignment and keeps any unsorted output adjacent to its mapped mate. Multimapping alignment was done with a random order. The quantification of annotations was calculated with the GeneCounts option which outputs count reads per gene. The featureCounts software [37] was used to count the raw reads, which were subsequently analysed in R Studio 1.1.383 using the DESeq2 package [38], with genotype and litter as fixed effects into the statistical model. Hierarchical clustering was performed with the heatmap.2 package in R, which uses Euclidean distances to calculate the difference between data points. The clustering showed an outlier in both PWS-cr and PWS-IC samples, which were removed from further analysis. The UCSC genome browser was used for the visualization of the data. Differential isoform usage was pseudo-aligned to the mouse transcriptome (mm10) with the Kallisto software [39] which was also used to quantify the raw reads. The Kallisto files were then analysed in R studio via DEXSeq with the IsoformSwitchAnalyzeR package, which measures isoform usage by quantifying the fraction of isoform expression from the parent gene expression. The difference in usage between isoforms is then used to measure the effect size [40–42]. Prediction of protein domains was run on EBI’s Pfam webserver, which performs bio sequence analysis using hidden Markov models [43]. The Pfam data were then integrated back into IsoformSwitchAnalyzer for final statistical analysis. Gender and litter were added as covariates into the statistical model. All *p*-values were adjusted using the Benjamini-Hochberg method. The data from the PWS-cr and PWS-IC models were analysed separately since the difference between the wild-type littermates of the two groups did not allow for pooling of the data. Genes that were differentially expressed or exhibited differential usage of isoforms between genotypes (*p*_adj_ < 0.05) were pooled together for functional enrichment analysis using the g: Profiler web server [44].

#### Common variant enrichment analysis

Genes that were differentially expressed or exhibited differential usage of isotopes between genotypes (*p*_adj_ < 0.05) were pooled together for common variant enrichment analysis. The mouse gene IDs were converted to their homologous human gene IDs. The genes were run for gene set analysis through MAGMA along with GWAS summary statistics for schizophrenia, psychosis, and chronic kidney disease [45–47]. Gene locations build 37 and reference data from the European population was downloaded from CNCR CTGLab (https://ctg.cncr.nl/software/magma).

## Results

### Elevated plus maze and open field test

As expected, on the EPM all mice spent significantly more time of the 5 min session in the closed arms of the maze compared to the more anxiogenic open arms of the maze (χ^2^_(1)_ = 138.98, *p* < 0.001), but no effect of genotype on the percentage of time spent in the open arms of the EPM (*F*_(3,50)_ = 0.132; *p* = 0.361) (Fig. 1A), or on distance travelled through the area of the maze (*F*_(3, 50)_ = 2.352, *p* = 0.174). The number of head dips and stretch attends were also recorded as a measure of explorative behaviour through the EPM and showed no significant differences between PWS-cr mice and their wild type littermates (*F*_(3, 50)_ = 0.7832, *p* = 0.989; *F*_(3, 50)_ = 1.933, *p* = 0.151).

**Fig. 1:**
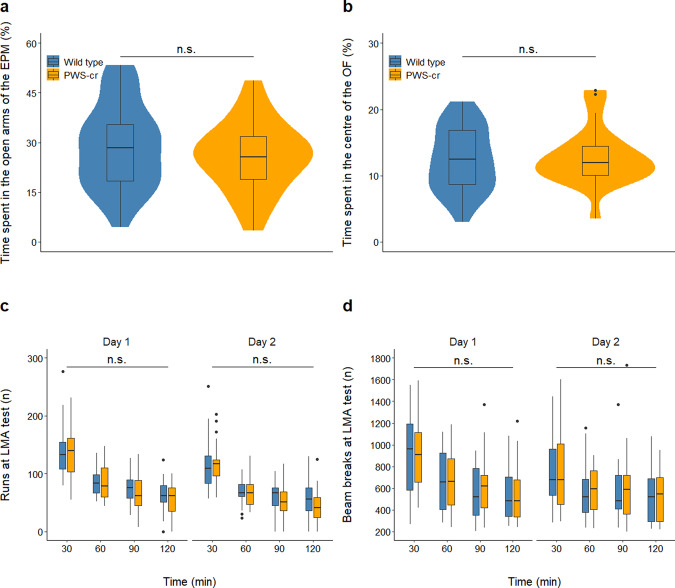
Behaviours recorded at the elevated plus maze, open field arena and locomotor activity test. The elevated plus-maze task (**a**) showed no effect of genotype on the percentage of time spent in the open arms of the maze (PWS-cr = 23, WT = 31). Similarly, data from the open field test (**b**) showed no difference in the percentage of time spent in the centre square of the arena between PWS-cr mice (*n* = 23) and their wild-type littermates (*n* = 31). Locomotor activity was tested in custom-made chambers with fitted infrared beams, which tracked the movement of the animals in two-hour sessions on two consecutive days. The number of beam breaks (**d**) and the number of runs from one end of the chamber to the other (**c**) were considered the main measures of activity. The test showed decreased locomotor activity between and within sessions (*p* < 0.001), which is indicative of habituation to the environment. There was no effect of genotype on the behaviour examined by this test (PWS-cr = 23, WT = 31).

During the OF test, mice spent significantly more time of the 10 min session in the outer areas of the arena than in the more anxiogenic centre square χ^2^_(1)_ = 452.2, *p* < 0.001), but there was no effect of genotype on the percentage of time spent in the centre square (*F*_(3, 50)_ = 0.084; *p* = 0.361) (Fig. 1B) or on distance travelled through the arena (*F*_(3, 50)_ = 4.55; *p* = 0.472). Overall, the data collected from the EPM and OF show no differences in behaviour between PWS-cr mice and their wild-type littermates. Our results suggest no obvious indications of anxiety phenotype in the PWS-cr mouse model.

### Locomotor activity

There was no effect of genotype on the total number of beam breaks made in the LMA test over the span of the two sessions (χ^2^_(2)_ = 4.625, *p* = 0.099), or on a total number of runs made from one end of the chamber to the other (χ^2^_(2)_ = 1.237, *p* = 0.539). Further analysis of the data in 30 min time bins showed that all animals exhibited habituation to the environment within and between sessions, as indicated by the steady decrease of a number of runs (Fig. 1C; χ^2^_(3)_ = 347.75, *p* < 0.001; χ^2^_(1)_ = 49.953, *p* < 0.001) and beam breaks (Fig. 1D; χ^2^_(3)_ = 197.83, *p* < 0.001; χ^2^_(1)_ = 33.562, *p* < 0.001) over time. However, there was no statistically significant difference in habituation behaviour between the two genotypes (χ^2^_(2)_ = 3.342, *p* = 0.342; χ^2^_(2)_ = 1.761, *p* = 0.222). Overall, the results from this test showed no locomotor activity phenotype in the PWS-cr mice.

### Acoustic startle response and pre-pulse inhibition

Acoustic startle response (ASR) and pre-pulse inhibition (PPI) to acoustic startle response were measured at pulse intensities of 120 dB and 105 dB. A total of thirteen ASR-alone pulses were presented to the mice at the two intensities, and both induced a significantly reduced startle response in the PWS-cr mice (Fig. 2A; χ2 _(2)_ = 6.5292, *p* = 0.03821; Fig. 2B; χ2 _(2)_ = 14.562, *p* < 0.001). Pre-pulses of 8 dB and 16 dB played 100 ms prior to the 120 dB and 105 dB pulses inhibited the startle response up to a mean average of 74.09% (± 1.84% SEM) and 56.1% (± 4.86% SEM) respectively, indicating operational sensory-motor gating in both groups of mice (Figs. 2C, D). Genotype had no effect on pre-pulse inhibition at either pulse intensity (χ2 _(2)_ = 5.376, *p* = 0.251; χ2 _(2)_ = 2.556, *p* = 0.635). Overall, the results from the ASR and PPI tests show no sensory-motor gating phenotypes in the PWS-cr mouse model, but a reduced startle response to acoustic stimuli.

**Fig. 2:**
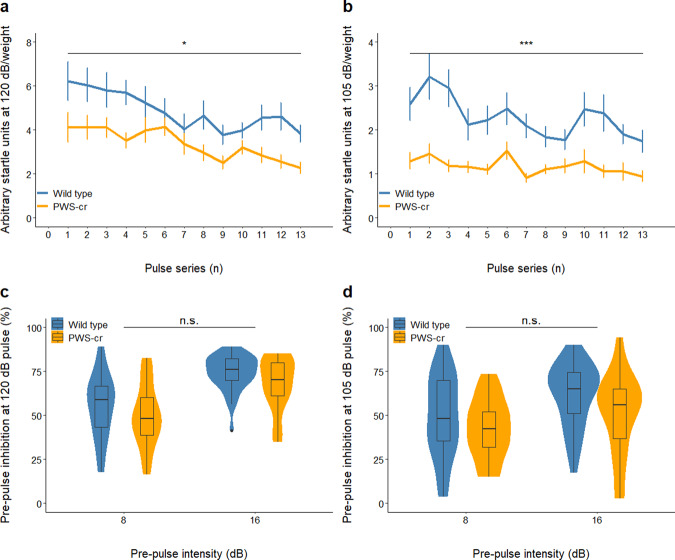
Acoustic startle and pre-pulse inhibition. The startle response to a series of 13 acoustic stimuli at 120 dB (**a**) and 105 dB (**b**) was significantly reduced in PWS-cr mice (*n* = 23) compared to their wild-type littermates (*n* = 31) (*p < 0.05, ***p < 0.001). Pre-pulse inhibition of the acoustic startle response was measured by presenting noises of 8 dB and 16 dB 70 ms before the pulses of 120 dB (**c**) and 105 (**d**). The pre-pulse inhibition data showed operational sensory-motor gating, which was not affected by genotype (PWS-cr = 23, WT = 31).

Following the 120 dB and 105 dB ASR and PPI schedules, mice were exposed to a gradually increasing ASR-alone pulse intensity, ranging from 70 dB to 120 dB. As expected, the increasing intensity resulted in increasing response (χ^2^_(12)_ = 253.28, *p* < 0.001). These data suggest that the difference in ASR between PWS-cr and wild-type mice emerges at >100 dB intensity (Supplementary Figure 1). However, there was no effect of genotype (χ^2^_(12)_ = 20.49, *p* = 0.058) and no interaction between genotype and pulse intensity (χ^2^_(10)_ = 9.27, *p* = 0.507).

### 5-choice serial reaction time task

Behaviours relating to visuo-spatial attention and control response were investigated in the 5-CSRTT, where mice were trained to respond correctly to stimuli in order to receive condensed milk dilution as a reward. Prior examination showed an increased preference towards condensed milk dilution over water in all animals (χ^2^_(3)_ = 68.461, *p* < 0.001), thus validating its use as a motivational reward. There was no significant distinction between the preference to the reward between PWS-cr and wild type (Fig. 3A; χ^2^_(2)_ = 0.5827, *p* = 0.7473) and thus no indications of increased interest in the PWS-cr mice towards the reward, which was an important consideration in the interpretation of the results from the operant tasks.

**Fig. 3:**
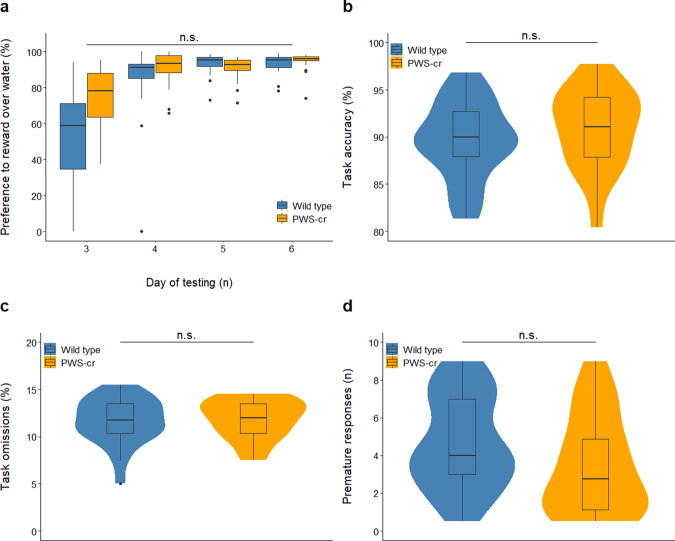
Condensed milk test and 5-CSRTT performance at baseline conditions. Preference to the condense milk reward over the water was tested over the span of days 3 to 6 from the condense milk test (**a**). Over the course of these four days the preference for the reward increased significantly (*p* < 0.001) as expected for the purposes of the 5-CSRTT, and this tendency was not affected by genotype (PWS-cr=21, WT = 22). Performance at baseline conditions of the 5-CSRTT also showed no difference between PWS-cr mice (*n* = 20) and their wild-type littermates (*n* = 23) in accuracy of performance (**b**), percentage omissions (**c**), and a number of premature responses (**d**).

The average number of sessions required to reach baseline performance in the 5-CSRTT did not differ between PWS-cr (mean 98.6, ± 7.3 SEM) and wild-type (mean 90.8, ± 5.7 SEM) mice (F_3,40_ = 0.703, *p* = 0.802). Performance at baseline conditions of the 5-CSRTT showed no effect of genotype on task accuracy (Fig. 3B; *F*_(3, 42)_ = 0.127, *p* = 0.724), omissions (Fig. 3C, *F*_(3, 42)_ = 0.104; *p* = 0.749), premature responses (Fig. 3D; *F*_(3, 40)_ = 0.515, *p* = 0.361) and all other parameters recorded at these conditions of the task.

The conditions of the 5-CSRTT were manipulated in order to tease out subtler aspects of attention and impulsivity. Behaviour was inspected at a stimulus duration of shortened presentation, all introduced in pseudorandom order within one 5-CSRTT session. The shortened stimulus duration task lowered the overall task accuracy (χ^2^_(3)_ = 41.114, *p* < 0.001), and this performance decline was not influenced by genotype (Fig. 4A; χ^2^_(1)_ = 1.642, *p* = 0.2). There was no effect of genotype on percentage omissions (Fig. 4B; χ^2^_(1)_ = 0.357, *p* = 0.551) or any of the other parameters that were investigated in the task.

**Fig. 4:**
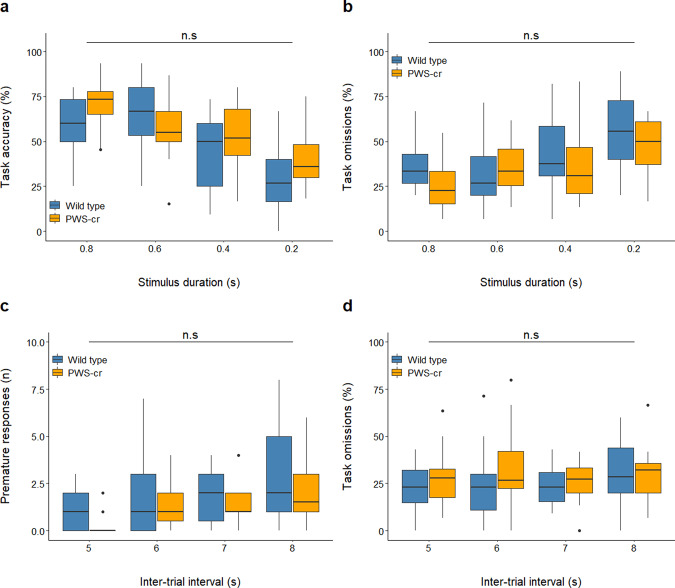
Shortened stimulus duration and increased inter-trial intervals at the 5-CSRTT. Shortening the stimulus duration at the 5-CSRTT reduced performance accuracy (*p* < 0.001) (**a**) and increased percentage of trial omissions (*p* < 0.001) (**b**) but revealed no difference between the behaviour of PWS-cr mice (*n* = 15) and their wild type littermates (*n* = 21). Increasing the inter-trial intervals lead to an increase in premature responses (*p* < 0.001), which was not affected by genotype (PWS-cr=18, WT = 24) (**c**). Omissions were also not affected by genotype in this task manipulation (**d**).

An increase of the inter-trial intervals was introduced in a different session in order to induce premature responses in the task and tease out a potential impulsivity phenotype. The inter-trial interval increase leads to a rise in the number of premature responses as predicted (χ^2^_(3)_ = 32.131, *p* < 0.001), but this tendency was not affected by genotype (Fig. 4C; χ^2^_(2)_ = 4.966, *p* = 0.084). The percentage of omissions at this task was also not significantly different between PWS-cr mice and their wild-type littermates (Fig. 4D; χ^2^_(2)_ = 0.015, *p* = 0.992), and neither were any of the other examined parameters. Overall, the data collected from the 5-CSRTT showed no indications of an attention or impulsivity phenotype in the PWS-cr mouse model.

### RNA-sequencing of whole brain neonatal tissue

The results from our behavioural study demonstrated a vastly different behavioural and cognitive profile in the PWS-cr mice compared to the previously examined PWS-IC mouse (Table 1). 

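Whole brains were taken from pups of both mouse models at birth (postnatal day 0) and from their wild-type littermates. PWS-cr mice lack the critical interval of the Prader-Willi locus on the paternal chromosome, which holds the *Snord116* small nucleolar RNAs and *Ipw*. PWS-IC mice lack the imprinting centre on the paternal chromosome, which keeps the paternally expressed genes of the whole PWS interval active. Polyadenylated RNA was sequenced as paired, unstranded libraries, so that overlapping genes on opposite strands cannot be told apart by their reads. The paper mapped the reads to mm10 with STAR, counted them per gene with featureCounts and compared genotypes in DESeq2. The labels name 22 libraries, and 20 of them have a column in the count tables, after the paper set aside 1 library per series by clustering. Total counts ranged from 45798407 to 54882018 in the 6 PWS-cr libraries (median 51674746) and from 47115606 to 55563780 in their 5 wild-type libraries (median 54069674). They ranged from 49063929 to 62103143 in the 4 PWS-IC libraries (median 53229976) and from 50924227 to 60413466 in their 5 wild-type libraries (median 58622872). The raw counts were fitted here with edgeR's quasi-likelihood model, with genotype and litter as terms and each series alone, over genes with at least 10 counts in at least 4 libraries. The 4 pups labelled PWS-IC were all female, whereas 4 of the 5 wild-type pups of that series were male. *Snrpn*, a paternally expressed gene of the PWS interval, had 255 to 425 counts in 3 of the libraries labelled PWS-IC and 12281 to 16556 counts in 4 of their wild-type libraries. The library labelled 1_3_IC, a female PWS-IC pup, had 18116 counts of *Snrpn*, 3191 of the Y-linked *Eif2s3y* and 64 of *Xist*, the RNA of the inactive X chromosome. The library labelled 1_7_IC, a male wild-type pup, had 343 counts of *Snrpn*, 9 of *Eif2s3y* and 124574 of *Xist*. The other libraries labelled female had 51341 to 133702 counts of *Xist* and at most 11 of *Eif2s3y*, and the other libraries labelled male had 75 to 238 and at least 4048. All 9 PWS-IC series libraries were analysed as labelled, and a fit on the 7 libraries other than these was added after the data were seen. The fold changes in the authors' deposited table were compared with 156 combinations of the labels or a single exchange with 3 models. They were met in PWS-cr by the labels, and in PWS-IC by exchanging 1_3_IC with 1_7_IC, each with litter, sex and genotype in the model (median absolute difference 2.01e-05 and 1.49e-05 over 2000 genes).

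**Figure D1:**
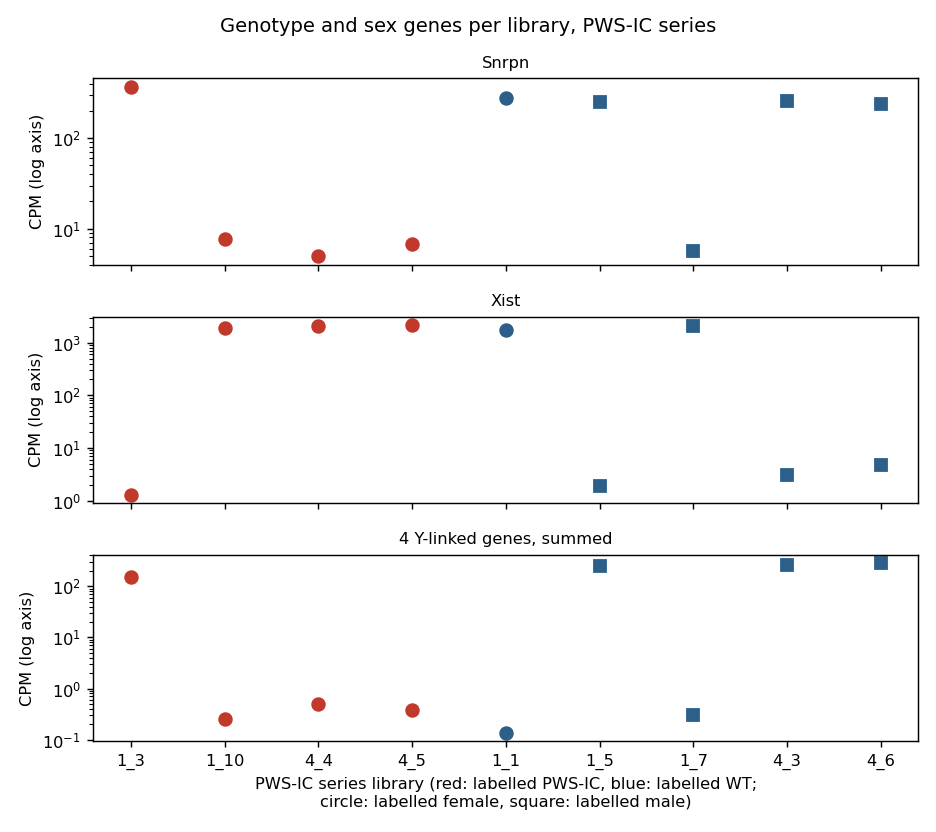
CPM (counts scaled by library size) of *Snrpn*, *Xist* and 4 Y-linked genes in each of the 9 libraries of the PWS-IC series; red marks libraries labelled PWS-IC, blue those labelled wild type, circles females and squares males. The library labelled 1_3_IC had 369 CPM of *Snrpn* and the one labelled 1_7_IC had 5.68 CPM.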

In order to investigate the gene expression changes underlying these behavioural differences, we conducted an RNA-sequencing assay on whole-brain tissue from both mouse models in parallel. While all behavioural tasks were conducted on adult individuals, for the RNA-sequencing study we took tissue from neonatal mice, as a genetic risk for psychiatric illness has been shown to manifest from early developmental stages [48, 49]. Furthermore, qPCR assay (see Supplementary Table 1) of PWS genes in wild-type and PWS-IC mouse whole brain tissue at three developmental stages (E13.5, E18.5, P0), showed that *Snord115*, *Snord116*, *Necdin* had significantly reduced expression in the PWS-IC samples, while *Ube3a* was significantly overexpressed (Supplementary figure 2; *t*(6) = 11.788, *p* < 0.001; *t*(6) = −6.415, *p* < 0.001; *t*(6) = −24.033, *p* < 0.001; *t*(6) = −12.956, *p* < 0.001), as well as at stage P0 (*t*(8) = −3.573, *p* = 0.007; *t*(8) = −6.297, *p* < 0.001; *t*(8) = −7.4468, *p* < 0.001; *t*(8) = −6.415, *p* = 0.033).

**Table 1:** Summary table comparing behavioural and cognitive findings in the PWS-IC and PWS-cr mouse model for Prader-Willi syndrome.

Behavioural domain and measures		Behaviour in PWS model compared to WT littermates	
		PWS-IC [17, 18]	PWS-cr
Anxiety	EPM % open arm	≡	≡
	OF % centre	≡	≡
Activity		↓	≡
Sensory motor gating	Acoustic startle response	↑	↓
	PPI of startle response	↓	≡
Attention (5-CSRTT)	Accuracy	↓	≡
	Omissions	↑	≡
Impulse control (5-CSRTT, baseline)		≡	≡

The PWS-IC mice exhibit a range of behavioural phenotypes of relevance to psychiatric illness, in particular increased startle response and decreased PPI, and reduced attention [17, 18]. Testing the PWS-cr mice in equivalent conditions (same genetic background, same behavioural equipment, testing rooms, and protocols) revealed no differences, apart from a reduction in acoustic startle response.

#### PWS-cr differentially expressed genes and isoforms

Visualization of the aligned RNA-sequencing reads in the UCSC browser confirmed that the deletion in the PWS-cr mouse model mode spans all copies of *Snord116* snoRNA and five of the six *Ipw* exons (Supplementary Figure 3). However, differential gene expression analysis showed only very subtle differences between the PWS-cr mice and their wild-type littermates after Benjamini-Hochberg adjustment for multiple testing. 

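*Gm44831*, a predicted gene within the host transcript *Snhg14*, had 0 counts in 5 of the 6 PWS-cr libraries and 1 count in the library labelled 2_2_Cr, against 229 to 296 counts in the 5 wild-type libraries. It lies on chromosome 7 of mm10 from 59627688 to 59630676, on the minus strand. *Snhg14* runs on the same strand from 59307924 to 59975759, and 0 bases of its annotated exons overlap *Gm44831*. Pooled over libraries and divided by total counts, *Gm44831* was 1477 times higher in wild-type pups (95% exact Poisson interval 265 to 58375, which covers counting error only). *Gm44831* fell in PWS-cr mice (adjusted p = 0.000151 from edgeR) from a wild-type level of 4.79 ± 0.326 CPM (SD, n = 5). *Ipw* and the *Snord116* copies have no entry under these names in the count table, and the reads along the genome were not analysed here.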

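Genes of myelin and the oligodendrocyte lineage, the glia that wrap axons, were higher as a group in PWS-cr mice, with a positive log2 fold change in 24 of 28 measured genes and a median of 0.20 (camera, adjusted p = 0.00318; adjusted p = 0.965 with an estimated correlation). Markers of dividing cells were lower, with a negative value in 14 of 14 genes and a median of −0.07 (adjusted p = 0.00394; adjusted p = 0.965 with an estimated correlation). Markers of the choroid plexus, which makes the cerebrospinal fluid, were lower as well, in 15 of 20 genes with a median of −0.16, and the 10 mitochondrially encoded genes were higher with a median of 0.05 (adjusted p = 0.0111 for each; adjusted p = 0.965 with an estimated correlation). Markers of tissue around the brain also moved with genotype: those of meninges and fibroblasts were higher in 15 of 16 genes (median 0.19, adjusted p = 0.0111) and those of muscle and cartilage in 13 of 14 (median 0.79, adjusted p = 0.0142). Both lists had an adjusted p = 0.965 with an estimated correlation. Taken singly, 0 genes of these 6 lists were called by edgeR over all genes tested and 0 when adjusted over the list alone, while 2 myelin genes and 1 muscle gene had an unadjusted p under 0.05 and DESeq2 called 0. Each of the 6 lists missed the threshold of camera on removing some library: myelin without 3_5_Cr (adjusted p = 0.198), dividing cells without 1_3_Cr (adjusted p = 0.636), choroid plexus without 1_2_Cr, 3_1_Cr, 3_5_Cr, 4_2_Cr or 4_3_Cr (0.0774 to 0.78), meninges without 1_1_Cr, 3_1_Cr, 3_5_Cr or 4_1_Cr (0.0504 to 0.675), muscle and cartilage without 3_1_Cr, 3_5_Cr, 3_6_Cr or 4_1_Cr (0.0674 to 0.675), and mitochondrially encoded genes without 1_3_Cr, 3_1_Cr, 3_5_Cr or 4_1_Cr (0.0745 to 0.332). Without 3_5_Cr the medians of the log2 CPM differences were −0.17 for muscle and cartilage and −0.02 for meninges, and without 1_3_Cr the median of dividing cells was 0.02. *Hoxb8*, a gene of the spinal cord and caudal hindbrain, had 147 to 290 counts in 1_5_Cr, 3_5_Cr and 4_3_Cr. It had 1 to 10 counts in the other PWS-cr libraries and 1 to 80 in the wild-type libraries. Whether the amount of such tissue bears on these lists was not tested. From its differential expression analysis after Benjamini-Hochberg adjustment, the paper concludes that PWS-cr mice differed only subtly from their wild-type littermates.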

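*Snhg14* and *Gm44831*, which lies within it, fell in the PWS-cr brain, and *A230103L15Rik*, an uncharacterised transcript of the same locus, rose. These 3 genes were called among 22172 tested, and 459 genes had an unadjusted p under 0.05. DESeq2 on the same genes called 7, which were the 3 named and *Ndn*, *Mafa*, *Gm44559* and *Gm44562*, the 7 genes called in the authors' deposited table. Of the 10 measured genes that are expressed from the paternal chromosome of the PWS interval, 2 fell (1 rose and 2 fell when adjusted over the list alone), with a median log2 fold change of 0.00, a mean log2 difference of −0.80 and a lower direction by camera (adjusted p = 0.0111; adjusted p = 0.965 with an estimated correlation). *Ube3a*, which neurons express from the maternal chromosome, had a log2 fold change of 0.02 (SE 0.0508). *Snrpn* (0.12, SE 0.0699), *Mkrn3* (−0.00, SE 0.0664) and *Magel2* (−0.26, SE 0.132), which are paternally expressed and lie outside the deletion, did not pass the test. Removing 1 library left 2 to 4 called genes, with 2 without 1_3_Cr, 3_5_Cr or 3_6_Cr, and the paternally expressed list missed camera's threshold without 3_5_Cr (adjusted p = 0.198) or 4_2_Cr (adjusted p = 0.0737).

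**Figure D2:**
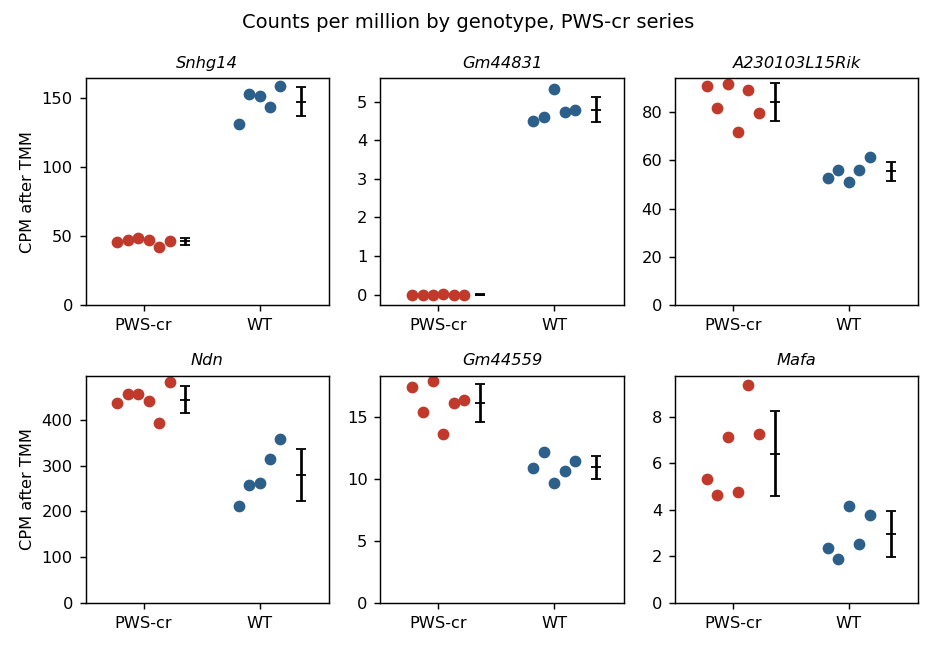
CPM after TMM scaling of *Snhg14*, *Gm44831*, *A230103L15Rik*, *Ndn*, *Gm44559* and *Mafa* in each library of the PWS-cr series, with mean and SD per genotype (6 PWS-cr, 5 wild type). *Gm44831* is near 0 in every PWS-cr library.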

In total, there were seven differentially expressed genes (DEGs) in brain tissue from the PWS-cr mouse model (Fig. 5a and Appendix 3). Among them was the *Snhg14* non-coding RNA, which acts as a host for the critical interval (*z* = 21.846, *p*_adj_<0.001). 

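*Snhg14* fell in every PWS-cr library, to 46.3 ± 2.37 CPM (SD, n = 6) from 147 ± 10.4 CPM (SD, n = 5) in wild-type pups, a log2 fold change of −1.67 (SE 0.065, adjusted p = 2.36e-06 from edgeR). Transcripts from *Snhg14* remained at 46.3 CPM in PWS-cr mice, whose deletion removes part of the gene.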

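*Mafa* stood at 6.42 ± 1.85 CPM (SD, n = 6) in PWS-cr pups and at 2.95 ± 0.982 CPM (SD, n = 5) in wild-type pups, with ranges of 4.64 to 9.38 and 1.9 to 4.18 that did not overlap. The gene lies on chromosome 15 from 75745490 to 75748228. Its log2 fold change of 1.37 (SE 0.23) did not pass the test over all genes (adjusted p = 0.383 from edgeR; adjusted p = 2.93e-06 from DESeq2 on the same genes). Of 19 measured genes of insulin and insulin-like growth factor signalling, 1, *Mafa*, was higher when adjusted over the list alone. *Igf1*, a growth factor of that list, had a log2 fold change of 0.22. *Mafa* was highest in the libraries labelled 1_5_Cr, 3_5_Cr and 4_3_Cr (370 to 503 counts), which had 147 to 290 counts of *Hoxb8*, a gene of the spinal cord and caudal hindbrain chosen after its values were seen; the 3 other PWS-cr libraries had 229 to 254 counts of *Mafa* and 1 to 10 of *Hoxb8*. Among wild-type libraries 4_1_Cr and 4_2_Cr had the most *Hoxb8*, 58 and 80 counts, with 135 and 182 counts of *Mafa*, and 3_6_Cr had the most *Mafa*, 232 counts, with 16 of *Hoxb8*. Wild-type 1_3_Cr and 3_1_Cr, with 5 and 1 counts of *Hoxb8*, had 126 and 102 of *Mafa*. In the PWS-IC series, 1_1_IC, 1_3_IC, 1_10_IC and 4_3_IC had 515 to 960 counts of *Hoxb8* and 398 to 530 of *Mafa*. There 4_4_IC and 4_6_IC had 142 and 100 with 317 and 384, and 1_5_IC and 1_7_IC had 1 and 14 with 117 and 78. The library 4_5_IC went the other way, with 12 and 286. Whether such tissue or the deletion sets *Mafa* was not tested.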

The *Mafa* gene encoding a transcription factor that regulates pancreatic beta cell-specific expression of the insulin gene was upregulated in the absence of the critical interval (*z* = −7.014, *p*_adj_<0.001). Notably, the *Necdin* growth suppressor which is one of the imprinted genes of the PWS locus, was upregulated in the PWS-cr mouse brain tissue (*z* = −8.621, *p*_adj_<0.001). 

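*Ndn* (Necdin), a paternally expressed gene at 62346569 to 62350262 on chromosome 7, stood at 445 ± 29.8 CPM (SD, n = 6; range 393 to 482) in PWS-cr pups and at 281 ± 56.8 CPM (SD, n = 5; range 211 to 359) in wild-type pups. Every PWS-cr library was above every wild-type library. The log2 fold change was 0.75 (SE 0.0948), with adjusted p = 0.0621 over all genes from edgeR and adjusted p = 2.13e-12 from DESeq2 on the same genes. *Ndn* was the gene of the paternally expressed list that rose when adjusted over the list alone.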

The remaining four DEGs were predicted genes of unknown function, two of which (*Gm44559* and *Gm44562*) fall within intron 4/12 of the *Ube3A*, and *Gm44831* which falls into *Ipw* in the critical interval.

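*A230103L15Rik*, at 59327318 to 59331189 on the minus strand of chromosome 7 within *Snhg14*, rose in PWS-cr mice to 84.1 ± 7.78 CPM (SD, n = 6) from 55.4 ± 3.97 CPM (SD, n = 5), a log2 fold change of 0.64 (SE 0.067, adjusted p = 0.013 from edgeR). *Gm44559* (59262923 to 59263934) and *Gm44562* (59258855 to 59260201) lie on the minus strand within *Ube3a*, which runs on the plus strand from 59228750 to 59311536, and 0 bases of the annotated exons of *Ube3a* overlap them. *Gm44559* stood at 16.2 ± 1.53 CPM in PWS-cr pups and 11.0 ± 0.939 CPM in wild-type pups (log2 fold change 0.59, SE 0.081, adjusted p = 0.097 from edgeR). *Gm44562* stood at 23.1 ± 2.73 and 16.7 ± 0.823 CPM (log2 fold change 0.50, SE 0.0718, adjusted p = 0.115 from edgeR). Both passed in DESeq2. The call of *A230103L15Rik* was lost without 1_3_Cr (adjusted p = 0.204), 3_5_Cr (adjusted p = 0.298) or 3_6_Cr (adjusted p = 0.0656, each from edgeR).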

**Fig. 5:**
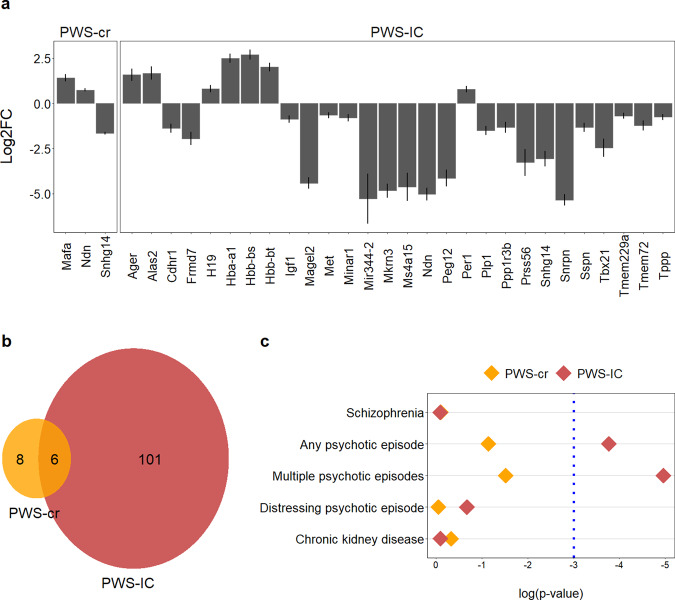
RNA-sequencing assay. Differential gene expression analysis (**a**) showed overexpression of *Necdin* and *Mafa* in the PWS-cr tissue, as well as an expected loss of expression of the long non-coding RNA *Snhg14* that acts as a host for the critical interval. Among the differentially expressed genes in the PWS-IC tissue were the genes from the PWS locus, and notably the circadian clock regulator *Per1* and the insulin growth factor *Igf1*. Predicted genes of unknown function were excluded from the graph. The y axis on this graph (**a**) shows log2 fold change of expression, error bars indicate standard error of the mean. Differentially expressed genes and isoforms were pooled for enrichment analyses; PWS-cr and PWS-IC pooled genes had 6 genes in common (**b**). Gene set analysis of pooled differentially expressed genes and isoforms (**c**) showed significant enrichment of common genetic variants associated with the experience of psychotic episodes, but not schizophrenia. GWAS summary data from a chronic kidney disease study was used as a negative control.

In addition to differential gene expression, the read depth used in our RNA-seq analysis allowed analysis of isoform switches with functional consequences in order to investigate whether the genes in the critical interval play a regulative role in alternate splicing. Seven genes showed significantly different patterns of splicing in the PWS-cr mouse brain (Appendix 4), and there was no overlap between them and the DEGs. Among these was dual-specificity tyrosine-phosphorylation-regulated kinase (*Dyrk3*), which plays a role in the dissolution of stress granules and in the early secretory pathway [50]. The DEGs and isoforms were pooled together for a gene ontology analysis, which revealed no enrichments.

#### PWS-IC differentially expressed genes and isoforms

In contrast to PWS-cr, analysis of PWS-IC mouse brain tissue RNA-sequencing data primarily clustered by genotype and revealed 59 significantly DEGs compared to their wild-type littermates (Fig. 5a; Appendix 5). This included *Snhg14*, the non-coding RNA that host the *Snord116* and *Ipw*, but also, as expected, the other PWS genes such as *Snrpn, Necdin, Mkrn3*, and *Magel2*. 

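Over the 9 libraries as labelled, paternally expressed genes of the PWS interval were lower in PWS-IC mice by large but uneven amounts, with log2 fold changes of −2.17 for *Snhg14* (SE 0.649) and −1.88 for *Snrpn* (SE 1.60). Each of the 11 measured paternally expressed genes had a negative value (camera, adjusted p = 4.09e-05; adjusted p = 0.672 with an estimated correlation), and 2 were lower when adjusted over the list alone. Gene by gene, edgeR called 0 of 22367 genes, with 1840 at an unadjusted p under 0.05, and DESeq2 called 1. Over the 7 libraries other than those labelled 1_3_IC and 1_7_IC, 3 PWS-IC and 4 wild type, 53 of 21913 genes were called, of which 28 lie in the PWS interval and were all lower. The other 25, among them *Per1*, *Peg10*, *Calcr*, *Slc2a1* and the globin gene *Hbb-bt*, were higher in 18 cases and lower in 7. Of the 53 genes, 35 were also called in the authors' deposited table. All 3 of these PWS-IC pups were female and 3 of the 4 wild-type pups male, so genotype and sex are hardly separated; with sex added, 174 genes were called, among them 35 of the 53. With the genotypes and sexes of 1_3_IC and 1_7_IC exchanged, edgeR called 39 genes without sex in the model and 31 with it, the model of the authors' deposited table. That table was made in DESeq2. On all genes with at least 1 count, DESeq2 with this grouping and sex called 56, of which 55 are among the table's 58. In the clustering of the 9 libraries, 1_3_IC stood alone, principal component 1 held 49.8% of the variance, and the nearest library had the same labelled genotype for 6 of 9 libraries. For the 7 libraries this held for 7 of 7. Without 4_3_IC the 7 libraries gave 28 called genes, and without 4_6_IC 31. From the clustering by genotype and the number of DEGs, the paper sets PWS-IC in contrast to PWS-cr.

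**Figure D3:**
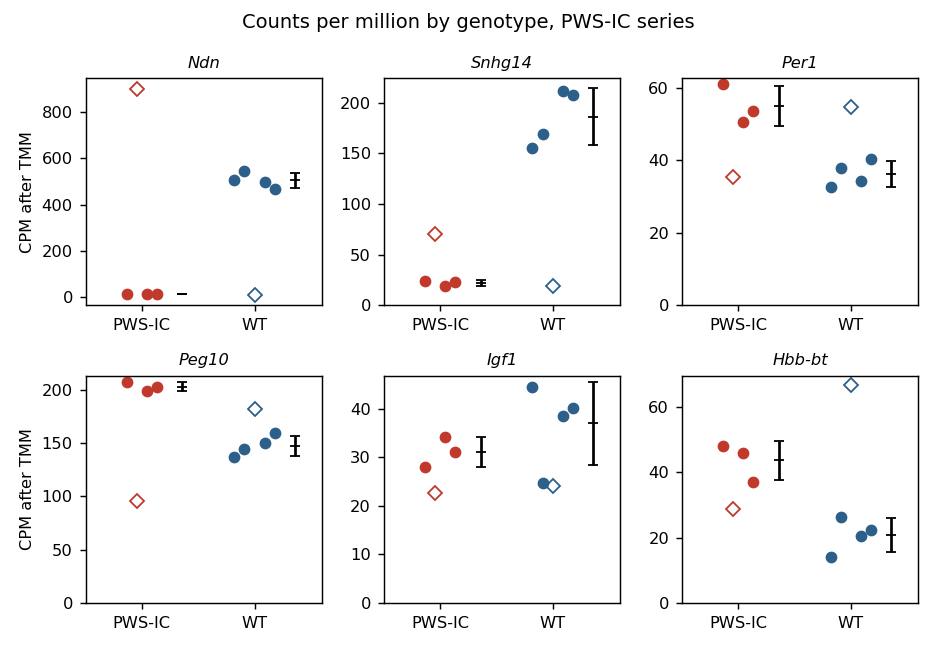
CPM after TMM scaling of *Ndn*, *Snhg14*, *Per1*, *Peg10*, *Igf1* and *Hbb-bt* in each library of the PWS-IC series; open diamonds mark the libraries labelled 1_3_IC and 1_7_IC, left out of the mean and SD. *Ndn* and *Snhg14* separate the 3 PWS-IC from the 4 wild-type libraries.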

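In the 7 libraries without the pair in doubt, *Ndn* fell to 15.5 ± 1.09 CPM (SD, n = 3) in PWS-IC pups from 506 ± 31.6 CPM (SD, n = 4) in wild-type pups, a log2 fold change of −5.01 (SE 0.0781, adjusted p = 4.1e-11 from edgeR). *Snrpn*, which encodes a protein of the splicing machinery and lies at 59982495 to 60140219 on chromosome 7, fell by 5.27 on the log2 scale (SE 0.121, adjusted p = 9.58e-10 from edgeR). *Mkrn3* (−4.52, SE 0.12), *Magel2* (−4.57, SE 0.155) and *Peg12* (−3.98, SE 0.212) fell as well. *Snhg14* fell to 22.0 ± 2.81 CPM from 186 ± 28.4 CPM (adjusted p = 7.77e-08 from edgeR). All 11 measured paternally expressed genes fell, over all genes tested and when adjusted over the list alone (camera, adjusted p = 2.28e-40; adjusted p = 0.0108 with an estimated correlation). The maternally expressed *Ube3a* had a log2 fold change of 0.10 (SE 0.0598, adjusted p = 0.502 from edgeR) and *Atp10a* of −0.02. By RT-qPCR the paper reports *Ube3a* as overexpressed in PWS-IC brains, also at birth. *Snhg14* overlaps the end of *Ube3a* on the opposite strand, and *Gm44559* and *Gm44562* lie within it. Unstranded reads cannot separate these transcripts, so the counts do not decide whether *Ube3a* rose. The choice of 7 libraries was made after the counts of *Snrpn* were seen, so it is not independent of the PWS interval genes. Over the 9 libraries as labelled *Ndn* had a log2 fold change of −1.63 (SE 1.60, adjusted p = 0.701 from edgeR).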

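*Per1*, a repressor of the circadian clock on chromosome 11 (69095217 to 69109960), rose in PWS-IC pups over the 7 libraries without the pair in doubt, to 55.6 ± 5.47 CPM (SD, n = 3) from 36.4 ± 3.52 CPM (SD, n = 4), a log2 fold change of 0.62 (SE 0.0904, adjusted p = 0.0175 from edgeR). Over the 9 libraries as labelled it was 0.33 (SE 0.185, adjusted p = 0.565 from edgeR). *Igf1*, a growth factor gene on chromosome 10 (87858265 to 87937042), stood at 31.4 ± 3.18 and 37.1 ± 8.63 CPM in the same 7 libraries (log2 fold change −0.28, SE 0.155, adjusted p = 0.466) and also had −0.28 (SE 0.175) over the 9 libraries. *Igf1* did not pass the test in either set. Of 22 clock genes, 1, *Per1*, rose over the 7 libraries (1 when adjusted over the list alone). Of 19 genes that respond to glucocorticoid hormone, a list that also holds *Per1*, 1 rose over all genes tested and 13 when adjusted over the list alone, and all 19 had a positive value (median 0.35; camera, adjusted p = 2.5e-09; adjusted p = 0.329 with an estimated correlation). With the grouping of the authors' deposited table, 1 of the 19 was called, 5 were when adjusted over the list alone and 15 were positive (median 0.31; adjusted p = 6.05e-06; adjusted p = 0.387 with an estimated correlation). The call of *Per1* was lost without 1_10_IC (adjusted p = 0.195), 4_3_IC (adjusted p = 0.122) or 4_5_IC (adjusted p = 0.0522). In that grouping edgeR gave *Per1* a log2 fold change of 0.61 without sex in the model (adjusted p = 0.0303) and 0.79 with it (adjusted p = 0.323), and *Igf1* −0.25 (adjusted p = 0.614) and −0.87 (adjusted p = 0.311), with 1_1_IC as the only wild-type female.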

Outside the PWS cluster there were other notable DEGs, including the circadian clock regulator *Per1* (*z* = −4.25, *p*_adj_=0.012), *Plp1* (*z* = 6.11, *p*_ad__j_<0.001) and insulin growth factor *Igf1* (*z* = 4.164, *p*_adj_=0.015).

Analysis of isoform switches identified 48 differentially spliced genes, and there was no overlap with the differentially expressed genes (Appendix 4). Differentially expressed genes and isoforms were pooled together for a gene ontology term analysis, which were enriched for molecular functions, cellular compartment, and biological compartments relevant to oxygen transport (Appendix 6).

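*Hbb-bt*, an adult beta-globin gene on chromosome 7 (103812524 to 103813996), rose in PWS-IC pups over the 7 libraries without the pair in doubt, to 44.1 ± 5.94 CPM (SD, n = 3) from 21.0 ± 5.25 CPM (SD, n = 4), a log2 fold change of 1.08 (SE 0.174, adjusted p = 0.0365 from edgeR). *Hba-a1* (1.21, SE 0.225, adjusted p = 0.0724), *Hbb-bs* (1.24, SE 0.25, adjusted p = 0.105) and *Alas2* (0.93, SE 0.183, adjusted p = 0.0961), which serves haem synthesis in red cells, did not pass. Of 9 measured oxygen transport genes, 1 rose over all genes tested (4 when adjusted over the list alone; Fisher's exact test, 1-sided p = 0.0216). Over the 9 libraries as labelled edgeR called 0 of the 9 genes, 0 had an unadjusted p under 0.05 and DESeq2 called 0. Red-cell genes took 0.0928 to 0.12% of the counts in the 3 PWS-IC libraries and 0.0713 to 0.0847% in the 4 wild-type libraries. Without 1_1_IC, the only female among these wild-type pups, 3 of the 9 genes were called, and without 1_10_IC, 4_3_IC, 4_4_IC or 4_6_IC the call of *Hbb-bt* was lost (adjusted p = 0.303, 0.191, 0.0854 and 0.0822 from edgeR). Isoform switches and ontology terms were not analysed here.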

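The effect on *Ndn* differed between the 2 models: over the 7 PWS-IC libraries without the pair in doubt, the PWS-IC log2 fold change minus that in PWS-cr mice was −5.76 (SE 0.137, adjusted p = 1.93e-13 from edgeR). *Snrpn* (−5.39, SE 0.144), *Mkrn3* (−4.51, SE 0.125) and *Magel2* (−4.31, SE 0.232) also had a lower effect in PWS-IC mice by the same test. *Snhg14* fell further in PWS-IC mice (−1.43, SE 0.142, adjusted p = 3.37e-05), while *Gm44831*, with a single count in the PWS-cr libraries, differed the other way (adjusted p = 0.000131). *Per1* had a difference of 0.66 (SE 0.114, adjusted p = 0.0188). The effects of 43 of 23574 genes differed, 31 of them in the PWS interval and 12 outside. With the 9 PWS-IC libraries as labelled, edgeR called 0 of 23771 genes, with 1123 at an unadjusted p under 0.05; this comparison was run in edgeR alone. Isoforms were not analysed here.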

Comparing the combined DEG and isoform data for the two models directly shows that there were a greater number of differences in the PWS-IC mice overall (Fig. 5b). As expected, a good proportion (~50%) of the changes seen in PWS-cr were shared with those found in PWS-IC (Fig. 5b). However, this overlap was limited to DEGs, as there were no common differentially spliced genes in the PWS-cr and PWS-IC samples.

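*Snhg14*, *Gm44831* and *A230103L15Rik*, the 3 genes called in PWS-cr mice, were also called in PWS-IC mice over the 7 libraries without the pair in doubt, among 20904 genes tested in both. All 3 lie at the locus that both mutations alter. *Snhg14* and *Gm44831* fell in both models, whereas *A230103L15Rik* rose in PWS-cr mice and fell in PWS-IC mice (log2 fold change −3.56, SE 0.156). With the 9 libraries as labelled edgeR called 0 genes in PWS-IC mice and 0 were shared, also by DESeq2 on the same genes; 1840 PWS-IC genes had an unadjusted p under 0.05. In the authors' deposited tables 6 genes are called in both, the 3 named and *Ndn*, *Gm44559* and *Gm44562*.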

#### Enrichment of common genetic variants

We pooled the differentially expressed and differentially spliced gene sets (*p*_adj_ < 0.05) together for each mouse model in order to look for enrichment of common genetic variants associated with schizophrenia or psychotic episodes. The analysis was performed using MAGMA’s regression gene-set computation with the datasets from genome-wide association studies (GWAS) that utilize the UK Biobank, ClozUK, and CKDgen consortium databases respectively [45–47]. The results showed no enrichment of genetic variants of interest in the PWS-cr samples (Fig. 5c). In contrast, results from the PWS-IC model indicated an enrichment of SNPs common for the experience of ‘any’ and ‘multiple’ psychotic episodes (Appendix 7; *β* = 0.215, *p* = 0.023, *β* = 0.271, *p* = 0.007), but interestingly not for schizophrenia (Fig. 5c; *β* = −0.206, *p* = 0.913). As expected, neither gene set was enriched for the negative control dataset, common genetic variants associated with chronic kidney disease (*β* = −0.161, *p* = 0.909).

## Discussion

Our aim in this study was to investigate the differential contribution of genes in the Prader-Willi syndrome imprinted interval to psychiatric illness using mouse models. We have previously demonstrated abnormalities in a number of behavioural and cognitive endophenotypes of relevance to psychiatric illness in a PWS imprinting centre deletion (PWS-IC) mouse model. Here we show that these same behavioural and cognitive measures are not altered in a mouse model for PWS that has a deletion limited to the PWS critical interval (PWS-cr mice). This suggests that the loss of expression of the PWS-cr genes does not contribute to the behaviours previously observed in PWS-IC mice. We then used RNA-seq to examine the molecular bases of these differences in behaviour between the PWS-IC and PWS-cr models. Although a number of interesting gene expression and alternate splicing events were detected in the brains of PWS-cr mice, a greater number were seen in the PWS-IC model. Moreover, these changes in gene expression and splicing in the PWS-IC brain were enriched for common genetic variants associated with the experience of psychotic episodes, but not those associated with schizophrenia. These findings shed light on the nature of psychotic illness in PWS and have implications for possible therapeutic strategies.

The behaviour of mice carrying a deletion of the PWS-cr has been extensively characterized with respect to various aspects of the core PWS phenotype including hunger and sleep [23, 51–53], but behaviours relating to psychiatric illness have not been directly studied. Our previous behavioural studies of the PWS-IC model indicated reduced activity, abnormal sensory-motor gating, and deficits in attention [20]. In contrast, here our studies of the PWS-cr mouse model suggests that deletion of the critical region has only very subtle effects on these same behavioural measures. Specifically, the PWS-cr mice showed no abnormalities in anxiety as measured by the EPM and OF tests, locomotor activity, sensory-motor gating as measured by PPI, or attention and impulsivity as measured by the 5-CSRTT. While we cannot rule out Type II error, we note that the PWS-cr behavioural cohort was considerably larger than that used for the PWS-IC mice. Critically the behavioural analysis of PWS-cr mice was conducted in an identical manner to that previously used for the PWS-IC model, including the equipment, procedures, software, location (both Institute and testing rooms), and genetic background strain (F1 cross between C57Bl/6 and CD1). Therefore, we are confident the comparison between these behavioural studies is robust and valid.

Of the behaviours assessed only ASR was altered in PWS-cr mice. However, in contrast to the enhanced startle response seen in PWS-IC mice, PWS-cr exhibited a decreased startle response. A reduced acoustic startle response could potentially be confounded by hearing loss, and this cannot be completely ruled out here. However, this explanation would seem unlikely given the sensitivity of the response in PWS-cr mice to different startle pulse intensities (Supplementary figure 1), and that there are no records of hearing loss in any mouse models for PWS, or indeed in PWS patients. The combined phenotype of increased startle response and deficient pre-pulse inhibition seen in the PWS-IC mouse model is a long-established endophenotype seen in psychotic illness [54–56] that has been repeatedly shown to have translational utility [31]. Consequently, the lack of any PPI deficit in the PWS-cr deletion model suggests that their reduced startle response is a distinct behavioural outcome. Reduced startle response has been reported in individuals with major depressive disorder and anhedonia, as well as an effect of anxiolytic drugs [57–59]. With this in mind, the reduced ASR seen in PWS-cr mice could fit the psychiatric profile of individuals with PWS that carry deletions spanning the critical interval, who are prone to depression and anxiety, but not psychosis [9–11]. However, a broader variety of behavioural analysis is required to properly establish a depression phenotype in the PWS-cr mice.

The behavioural comparison of these two models indicates that the PWS-cr mice do not exhibit the same range of cognitive and psychotic illness endophenotypes as seen in the PWS-IC mice (Table 1). We next explored the molecular bases for these behavioural differences using RNA-seq. Analysis of RNA-seq data comparing PWS-cr whole brain with wild-type littermates revealed only very subtle changes of gene expression and alternative splicing, with seven differentially expressed genes (four predicted transcripts) and five differentially spliced transcripts. This may seem at odds with previous findings demonstrating differential expression of upwards of 200 genes in PWS-cr mice [27, 60, 61]. However, these studies looked at gene expression in more focused tissues (e.g. hypothalamus) or cell types, whereas our study examined bulk whole brain, therefore obscuring some of the subtler regions- or cell-specific changes and revealing only the strongest effects across the whole brain. In addition to *Snord116* and *Ipw*, which are directly affected by the mutation (Supplementary figure 2), our data suggest that the PWS-cr deletion also leads to misexpression of the PWS interval gene *Necdin*, which is an important regulator of neuronal outgrowth and differentiation [62, 63], loss of which is associated with motor deficits and enhanced learning and memory [64, 65]. Whether the increased expression of *Necdin* is due to loss of suppression by *Snord116* and/or *Ipw*, in a manner similar to the regulatory loop between *Snord116* and *Snord115* [60] or the suppressive role of *IPW* on the maternally expressed genes from the *DLK1-DIO3* imprinted cluster [61], remains to be established. Nevertheless, it could be that this altered expression contributes to the learning and memory deficits seen in PWS-cr mice [66].

In contrast to the limited changes seen in the PWS-cr model, RNA-seq analysis of the PWS-IC whole brain revealed a markedly larger number of DEGs and isoform changes. We suggest these gene expression changes may contribute to behavioural and cognitive deficits seen in the PWS-IC but not the PWS-cr mice and, by extension, may underpin the increased incidence of psychotic illness seen in individuals with imprinting centre deletions or mUPD [13]. In line with this, as well as altered expression of a greater number of genes from within the PWS interval, there were changes in a number of other neurally important genes. These included reduced expression of the myelin protein proteolipid protein *Plp1* which has been linked to spatial attention [67]. There was also a significant increase in expression of the circadian rhythm gene, *Per1* [68] in the PWS-IC brain. Critically, all our samples were collected within a limited time window in the morning, suggesting that any change in expression may be due to loss of expression of several PWS genes with known circadian rhythm effects [52, 69]. Of most direct relevance to psychiatric illness were the changes to the gamma-aminobutyric acid (GABA) A receptor subunit gamma 3 gene *Gabrg3*, which exhibited increased usage of a truncated isoform lacking the neurotransmitter-gated ion-channel ligand-binding domain (NGIC-LBD) and neurotransmitter-gated ion-channel transmembrane region (NGIC-TMR). The GABA receptors play a key role in the function of the central nervous system and this alternate isoform usage could have an effect on various phenotypes including psychotic illness [70, 71]. This further ties in with a study by Webb et al. [72], which showed that in a significant proportion of the PWS-del individuals that exhibit psychosis, carry a larger deletion that spans part of *GABRG3*. This suggests that the GABA receptor could also be contributing to psychotic illness in individuals with the mUPD15 genotype due to reduced functionality caused by differential isoform usage.

In order to more formally assess the overall relevance of these transcriptomic changes to psychiatric illness, we examined the DEGs and isoforms for the enrichment of genetic variants relevant to psychosis. The GWAS data we used to look for a genetic correlation between our samples with the occurrence of psychotic episodes was from a recent UK Biobank study that sampled individuals with a history of psychotic experiences including hallucinations and delusional ideation, but specifically without a diagnosis of schizophrenia [47]. The authors found a shared genetic liability with schizophrenia from an external GWAS dataset [46], which we also used for our analysis here. Unsurprisingly given the limited number of changes, there was no enrichment in the gene expression changes seen in the PWS-cr neonate brain. However, there was an enrichment of genetic variants common to the experience of psychotic episodes in the gene expression changes seen in the PWS-IC neonate brain. Furthermore, among the genes that carried common SNPs of psychotic experiences were the paternally expressed PWS genes *Magel2, Necdin, and Mkrn3*. The findings substantiate the relevance of the gene expression changes and behavioural endophenotype observed in the PWS-IC mouse model to the psychiatric profile of individuals with an IC deletion or an mUPD of chromosome 15, but also suggest a contribution of some of the PWS PEGs to these phenotypes. Strikingly, there was not an enrichment of genetic variants associated with schizophrenia in the gene set analysis, which suggests distinct genetic liability of psychosis in PWS from schizophrenia (Fig. 6). This finding provides a biological signal that confirms the observation that the psychotic illness seen in PWS is distinct from schizophrenia [12] and should not be treated in the same manner [17].

**Fig. 6:**
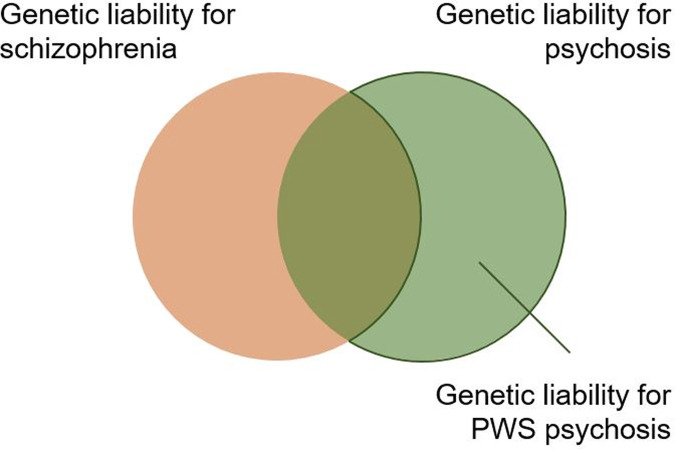
Model of genetic liability for psychosis in individuals with PWS. Gene set analysis of differentially expressed genes and differentially used isoforms in whole neonatal mouse brain showed enrichment of genes relevant to psychotic experiences, but not schizophrenia. Although schizophrenia and psychotic experiences have a shared genetic liability, they are ultimately distinct psychiatric conditions phenotypically and genetically. We propose that the genetic liability for psychosis in PWS is distinct from that of schizophrenia.

Overall, our findings suggest a cumulative effect of several of the genes from the PWS locus on the behavioural endophenotypes typical of Prader-Willi syndrome. The critical interval deletion, albeit important in the core phenotypes seen in PWS models, only induced very subtle behavioural and cognitive differences in the studies we conducted. By comparing the gene expression and isoform profile of the PWS-cr and PWS-IC lines were able to identify brain molecular changes of relevance to the psychiatric profile of PWS, underlined by the enrichment of genetic variants for psychotic episodes in the PWS-IC transcriptomic changes. The fact that genetic variants for schizophrenia showed no enrichment reflects the distinct nature of psychotic illness in PWS and could have implications for therapeutic strategies used to treat psychosis in individuals with PWS.

## Supplementary information

Supplementary Information

## Data Availability

All behavioural data (Appendices 1 and 2) and all RNA-seq data, including gene ontology and genetic enrichment data (Appendices 3–7) are publicly available at the following ‘Open science framework’ link: https://osf.io/wnx8r/.

# Supplementary material for: Comparison of mouse models reveals a molecular distinction between psychotic illness in PWS and schizophrenia
**Source:** Transl Psychiatry. 2021 Aug 20;11:433. doi: 10.1038/s41398-021-01561-x
**Supplement:** Supplementary file 1 — Supplementary Information

**Comparison of mouse models reveals molecular distinction between psychotic illness in PWS and schizophrenia – SUPPLEMENTARY INFORMATION**

Simona Zahova^1^, Trevor Humby^2^, Jennifer R. Davies^1^, Joanne E. Morgan^1^, Anthony R. Isles^1^*

**SUPPLEMENTARY MATERIALS AND METHODS**

***Detailed 5-choice serial reaction time task methods***

The task was carried out using a bank of eight 9-hole chambers (Campden Instruments, UK), each enclosed in a sound attenuating chamber. Each of the equidistantly spaced holes across the array could present a visual stimulus and also register a nose-poke response by the breaking of an infrared beam. For this task, 4 of the 9 holes in the array (number 2, 4, 6 and 8) were blocked by masks. On the far side of the nose-poke array there was a food magazine, to which the reward was delivered by a peristaltic pump, via silicone tubing. Entrances to the food magazine were also recorded by means of an infrared. The chambers could be illuminated by lights in their side walls (“house lights), although all sessions were conducted in the dark apart from time out periods.

The mice were given a single 5-CSRTT session each day, where a session lasted for either a maximum of 60 trials or 20 minutes. Each trial at baseline conditions consisted of a stimulus presentation, pseudorandomly presented to one of the 5 locations, and a 5 s limited-hold period during which the stimulus was extinguished but the subject could still make a response and a 5 s inter-trial interval (ITI). A correct response (i.e. a nose-poke where the stimulus was illuminated) was rewarded by a 70 µl delivery of the reward, whereas following an incorrect response or an omission (i.e. no response) a 5 s time out period was initiated consisting of illumination of the house light. Responding during the ITI was defined as a “premature response” and initiated a time out and restarted the current trial.

The 5-CSRTT was commenced on the day following the final day of the reward preference test and broadly followed the protocol described by (1). In the first stage of shaping, the mice were habituated to the chambers for half an hour, during which reward was presented to the food magazine every 30 s. Mice completed a minimum of 3 sessions and then if they made >35 food magazine entries in two consecutive sessions they were moved to the next stage of training. Mice remained at this stage until they met the same criteria.

In the next stage of training, the mice performed a simplified version of the 5-CSRTT whereby only the central of the five holes was illuminated, with a stimulus duration of 60 s (1-CSRT task). Once performance reached criteria (>30 completed trials, >75% accuracy, <25% trial omissions) for two consecutive days, mice were moved on to the 5-CSRTT proper, with an initial stimulus duration of 60s. When mice met the above criteria, the stimulus duration was then decreased in the following way: 32 s, 16 s, 8 s, 4 s, 2 s, 1,8 s, 1.6 s, 1.4 s, 1.2 s, 1 s and 0.8 s. A stimulus duration of 0.8 s was considered baseline, and once reached, mice were kept on it for a minimum of five sessions and had to meet performance criteria for a minimum of two consecutive sessions, thus showing “stable” baseline performance before task manipulations were implemented to further study different aspects of attention and impulsivity. The average of the two final consecutive sessions before the first manipulation session was used to analyse performance at baseline conditions.

***RT-qPCR***

In preparation for the RT-qPCR the 1 μg of each sample’s RNA was reverse transcribed into cDNA with the EcoDry Premix double primed kit (Clontech), following the provided protocol. cDNA was diluted 1:10 in nuclease-free water and stored at -20 °C until further use. Primers for *Snord116, Snord115, Necdin, Mkrn3, Magel2* and *Ube3a* were used as targets of investigation. *Hprt, Gadph* and *B2m* were used for housekeeping genes with each sample as a positive control (see Supplementary Table 1). A reaction of 25 μL was prepared by adding 1.75 μL of each primer, 12.5 μL of 2X SensiMixSYBR No-ROX (Bioline), 5 μL of the sample and 4 μL of nuclease free water. Nuclease free water was added instead of a sample in each PCR run as a negative control. All samples and controls were ran in triplicates. The PCR was performed on a Corbet Rotor 30 Gene 6000 Real-Time PCR machine. The cycling conditions used for each reaction were: 1. 95°C 10 minutes, 2. 95°C 20 secs, 3. 60°C 20 secs, 4. 72°C 20 secs, repeat cycles 2-4 40 times, 5. 1°C increment increase from 50 to 99°C in order to generate melt curves, which were subsequently inspected to check that each primer pair was generating only one product.

The resulting data were averaged across the triplicates for each sample. ΔCt values were calculated by normalising expression data to the positive control -- subtracting the geometric mean of the housekeeping genes from the Ct value for each studied target gene in each sample. The ΔCt values for each condition were used for statistical analysis.

| **Gene** | **Primer sequence** | **Concentration** |
| --- | --- | --- |
| *Snord116* | ATCTAATGATGATTCCCAGTCAAACAT | 300 nM |
|  | TCACTCATTTTGTTCAGCTTTTCC | 300 nM |
| *Snord115* | ACAACCCACTGTCATGAAGAAAGG | 50 nM |
|  | CCTCAGCGTAATCCTATTGAGCAT | 900 nM |
| *Necdin* | ATGGTGCAGAAGCATCCTCAG | 300 nM |
|  | ATGGTGTGGAGATTGGTCAGC | 300 nM |
| *Mkrn3* | CCAATCAGTTGCTTAAGAAGTTGC | 300 nM |
|  | AAGAGCCAACGGTCATCAGAG | 300 nM |
| *Magel2* | GCATAGCAAGCCAGCCTCAG | 300 nM |
|  | GTAGACGAGCCTGTGGAGCCT | 50 nM |
| *Ube3a* | CAGACGTGACCATATTATAGATGATGC | 700 nM |
|  | CCACATACAACTGCTTCTTCAAGTCT | 700 nM |
| *Hprt* | GCGATGATGAACCAGGTTATGA | 300 nM |
|  | GCCTCCCATCTCCTTCATGA | 300 nM |
| *Gadph* | GAACATCATCCCTGCATCCA | 300 nM |
|  | CCAGTGAGCTTCCCGTTCA | 300 nM |
| *B2m* | TTCTGGTGCTTGTCTCACTGA | 300 nM |
|  | CAGTATGTTCGGCTTCCCATTC | 300 nM |

**Supplementary Table 1** RT-qPCR primer sequences for target and housekeeping genes

**SUPPLEMENTARY RESULTS**

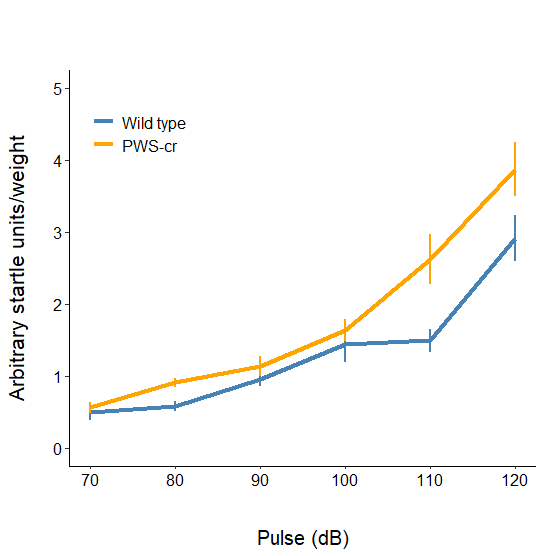

**Supplementary Figure 1.** Startle response to gradual increasing startle pulses (background noise 70dB) in PWS-cr and wild-type littermate mice. Data points are means for each group ±SEM.

**Supplementary Figure 2.** Expression of the genes from the PWS locus in whole brain tissue at two developmental and one postnatal stage. RT-qPCR data validated the expression of the PWS-IC model, by showing the expected loss of expression of the PEGs *Snord115, Snord116* and *Necdin,* and an overexpression of the MEG *Ube3a*, particularly at 18.5E stage of foetal mouse development and at birth (bars indicate mean, error bars indicate SEM).

**
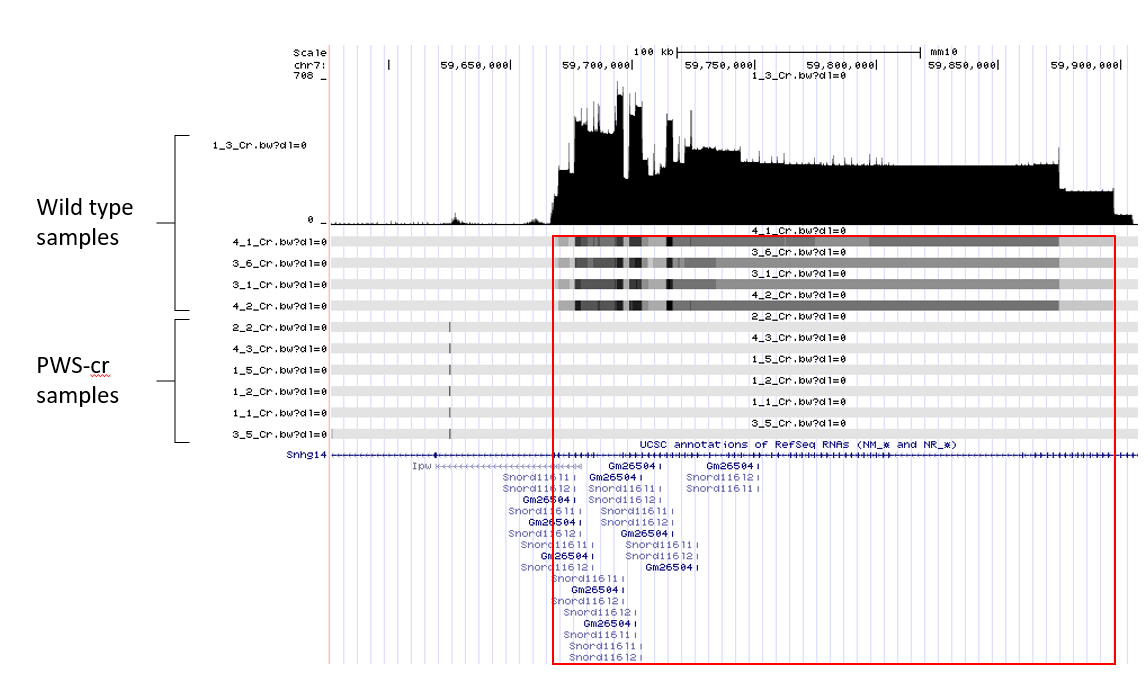
**

**Supplementary Figure 3.** UCSC browser track image of STAR generated transcript counts at the critical interval of PWS-cr mouse model and their wild type littermates shows the deletion in the PWS-cr mice spans all the copies of *Snord116,* as well as most of the exons of the *Ipw* non-coding RNA.

**REFERENCES**

1 Humby, T., Wilkinson, L. and Dawson, G. (2005) Assaying Aspects of Attention and Impulse Control in Mice Using the 5-Choice Serial Reaction Time Task. *Current Protocols in Neuroscience*, **31**, 8.5H.1-8.5H.15.

How the deposited data were processed for this re-analysis (not part of the article)

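RNA sequencing measured polyadenylated RNA of whole brains at postnatal day 0 in PWS-cr mice, PWS-IC mice and the wild-type littermates of each. The authors mapped the reads to mm10 with STAR, counted fragments per gene with featureCounts, removed 1 library per series after clustering and tested genotype with DESeq2; the paper's text names genotype and litter as fixed effects of the gene-level model. The authors' deposited signal values are raw counts divided by 1 size factor per library, and their FPKM and TPM also scale by gene length. The authors made the deposited log2 fold changes and standard errors in DESeq2, as wild type over mutant. The deposited p values are those of the authors' DESeq2 test before and after Benjamini-Hochberg adjustment. The deposited score is the authors' DESeq2 statistic, the log2 fold change over its standard error. The deposited tables hold raw counts, counts divided by a size factor, FPKM, TPM and the authors' DESeq2 results, and only the raw counts were used for the values given here; the size-factor-scaled counts and 40 columns of FPKM and TPM were left aside.

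Of 22 labelled libraries, 20 have a column: 6 PWS-cr and 5 wild type from 4 litters, and 4 PWS-IC and 5 wild type from 2 litters. Fits on all labelled libraries could not be run, since 2 libraries have no column. Total counts and their range per group stand with the introduction of the experiment; with libraries of this size, a gene at the filter's limit rests on few counts, and its values carry the largest counting error. Intervals for counts cover counting error only. Gene positions are from the mm10 annotation, which holds 55144 of the 55409 genes of the PWS-cr table and 55141 of the 55406 genes of the PWS-IC table.

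Counts were fitted in edgeR 4.0.16 (R 4.3.3) with TMM scaling, glmQLFit without the robust option and glmQLFTest, with litter and genotype as terms and each series alone. Genes with at least 10 counts in at least 4 libraries were tested, and a gene was called at a Benjamini-Hochberg adjusted p under 0.05. The standard error of a log2 fold change is its size divided by the square root of F. CPM values are scaled by TMM and given with the SD between pups. The 2 models were compared in a fit over both series, with litter and a genotype effect within each series. No paired analysis was possible, because pups carry no pairing beyond their litter, which is in the model.

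Named genes were chosen by a rule set before the data were examined: every gene the paper names in its RNA-sequencing and RT-qPCR text or Fig. 5a, the measured genes of the PWS interval lists, up to 8 rises and 8 falls per comparison that moved the same way in every litter with both genotypes, and up to 4 members of each list with a called member. Genes named by the paper were picked on these samples, so their values are not independent evidence; 1 gene that the rule takes is not reported here. *Xist* and *Eif2s3y*, used to check the labels, fall outside this rule and were chosen after their values were seen. *A230103L15Rik* falls outside it as well and is named because it was called. The rule was also applied to the fit over the 7 libraries, which was chosen after the data were seen. Genes named through that fit, such as *Peg10*, *Calcr*, *Slc2a1*, *Gjb2* and *Rps15a-ps7*, were therefore not fixed beforehand. Lists of genes, 32 in all, were fixed at the same time for the PWS interval (paternally expressed, maternally expressed and flanking genes), haemoglobin and erythroid genes, oxygen transport, myelin and oligodendrocyte lineage, circadian clock, glucocorticoid responsive, immediate early and hypoxia responsive genes, insulin and insulin-like growth factor, imprinted genes outside the PWS interval, GABA-A receptor subunits, serotonin receptors and transporter, hypothalamic neuropeptides, prohormone processing, sex chromosome, ribosomal protein and mitochondrially encoded genes, and markers of choroid plexus, eye and retina, pituitary, pineal, microglia, endothelium and pericytes, meninges and fibroblasts, muscle and cartilage, astrocytes and radial glia, dividing cells, neurons, cerebellum and hindbrain, and olfactory bulb and epithelium. They were tested with camera of limma 3.58.1 at a preset correlation of 0.01 on log2 CPM with a prior count of 2, again with an estimated correlation, and with fry, adjusted over the lists. Medians beside counts of genes come from edgeR's log2 fold changes, and medians compared between settings come from the log2 CPM that camera reads.

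Alternatives set before the data were examined were DESeq2 1.42.0 on the same genes and on all genes with at least 1 count, RLE scaling, library sizes without erythroid and mitochondrial genes, no filter and a filter of 10 counts in every library, a model without litter, a model with sex, the robust option, single sexes and the removal of each library. Chosen after seeing the data were the 7 PWS-IC libraries other than those labelled 1_3_IC and 1_7_IC, the grouping of the authors' deposited table with and without sex, both with further changes of tool or library, DESeq2 with sex in PWS-cr mice, and PWS-cr females without litter. Groups were permuted within litters to count how often other splits give as many calls. Methods were tested on simulated data with 200 changed genes: edgeR recovered 71.6% of genes changed 2-fold in the PWS-cr design, 62.7% in the PWS-IC design and 59.7% in the 7 libraries, with 9 of 155, 11 of 131 and 11 of 135 calls false. DESeq2 gave 29 of 174, 45 of 181 and 32 of 162 false calls.

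Isoform switches, ontology terms and genome-wide association data were not analysed here, nor were the RT-qPCR samples.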

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

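Tests chosen only after the result was seen were those of the libraries labelled 1_3_IC and 1_7_IC, of the share of genes with an extreme level in 1_1_IC, of the called genes on chromosome 7 and of the processed copies; every value over the 7 PWS-IC libraries was likewise added after the data were seen.

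In each group of pups, the gap between the most distant library and its nearest neighbour was divided by the range of the group for every named gene, and a ratio above Dixon's critical value marked a sample far from the others. Of 282 such tests, 43 passed, where chance passes about 1 in 20, or 14.1. Of the 43, 34 lay in the libraries labelled 1_3_IC and 1_7_IC. Many of the named genes were picked on their values over the 7 libraries without this pair. The chance value therefore does not hold for the pair in those genes. Among pups labelled PWS-IC, 1_3_IC stood apart with these ratios: *Ndn* 0.998, *Gjb6* 0.930, *Lat2* 0.886, *Magel2* 0.990, *A230006K03Rik* 0.978, *Peg12* 0.977, *Mkrn3* 0.996, *Foxd1* 0.906, *Rps15a-ps7* 0.904, *Peg10* 0.922, *Snhg14* 0.894, *Snrpn* 0.992, *Gm44559* 0.986, *A330076H08Rik* 0.973, *Gm44562* 0.988, *A230057D06Rik* 0.969 and *Gm44831* 0.946. Among wild-type pups, 1_7_IC stood apart with these: *Calcr* 0.844, *Alas2* 0.877, *Ndn* 0.856, *Hbb-bs* 0.792, *Hba-a1* 0.737, *Peg12* 0.833, *Mkrn3* 0.832, *Cebpd* 0.914, *Hbb-bt* 0.763, *Foxd1* 0.739, *Mrpl48-ps* 0.870, *Rps15a-ps7* 0.981, *Rps15a-ps6* 0.923, *Snrpn* 0.840, *Gm44559* 0.932, *Gm44562* 0.804 and *Gm44831* 0.715. Elsewhere the ratios were *Esam* 0.689 for 3_5_Cr, *Met* 0.930 and *Sspn* 0.823 for 1_1_IC, and *Ddit4* 0.739, *Sspn* 0.831 and *Hba-a1* 0.762 for 4_2_Cr. They were *Atp10a* 0.785 for 3_1_Cr, *A230057D06Rik* 0.794 for 3_6_Cr and *Gm44831* 1 for 2_2_Cr. The ratio of *Gm44831* follows from 1 count against 0 in the 5 other PWS-cr libraries.

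The library labelled 1_3_IC had high *Snrpn* and Y-linked counts, as male wild-type pups do, though outside the ranges of those libraries. The library labelled 1_7_IC had low counts of both, within the ranges of PWS-IC and female libraries. These 2 of 20 libraries were the only ones to go against both their genotype and their sex. That 1_3_IC is a female PWS-IC pup, as labelled, that kept *Snrpn* from the maternal allele is argued against by Y-linked CPM 307 times the highest of the other libraries labelled female, and a mixture with female material by *Xist* at 0.102% of their median. An exchange of the labels is a candidate explanation that stays open: 1_7_IC lay within the other groups' ranges, at 5.68 CPM of *Snrpn* (4.93 to 7.76) and 0.298 CPM of Y-linked genes (0.072 to 0.503), but 1_3_IC lay outside them, at 369 CPM of *Snrpn* (241 to 282) and 154 CPM of Y-linked genes (221 to 281). A replacement of either library by a pup from outside the series cannot be told apart from an exchange on these values, and a male PWS-IC pup that kept *Snrpn* stays open, untested, since Y-linked counts show the sex and not the allele. *Snhg14* in 1_3_IC, at 70.0 CPM, lay between the other wild-type (155 to 212) and PWS-IC (18.6 to 24.1) libraries. Among the combinations compared, only the exchange met the authors' deposited PWS-IC fold changes, at a median absolute difference of 1.49e-05. With the same model, the next best exchange gave 0.0206 and the labels gave 0.10. The authors' table was therefore made with the exchange, which shows their grouping and not which pup each library came from.

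The 32 genes outside the PWS interval that are called in the authors' deposited PWS-IC table had their highest or lowest level in 1_1_IC in 19 of 32 cases (59.4%), against 18.6% of all tested genes, so that this wild-type library may set many of these folds; it is the only wild-type female in that table's grouping. A sex difference as such is argued against, since the female minus male effects of these genes in PWS-cr pups had a slope of −0.20 (SE 0.0347, 30 genes) on those in the PWS-IC series, where at least 0.5 was needed. More oligodendrocyte RNA in 1_1_IC stays open: with 3 of the 28 myelin genes set aside beforehand, 22 of the other 25 were higher there than in its littermates, with a median log2 difference of 0.33 (quartiles 0.18 and 0.67). More olfactory bulb RNA stays open as well, at 0.088 for 8 genes (quartiles −0.16 and 0.27, 5 higher): the median is under the bound of 0.25 set beforehand but the spread of the genes is not. Under edgeR with that grouping, *Ms4a15* moved from −0.99 without sex in the model (adjusted p = 0.658) to −4.55 with it (adjusted p = 0.0156), and a difference by genotype stays among the open explanations.

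Over the 7 libraries, 25 called genes lay outside the PWS interval, a signal in genes of which the paper discusses few: 7 of the 25 lie on chromosome 7 (odds ratio 4.65, Fisher's exact 2-sided p = 0.00228), and 100% of the 5 called processed pseudogenes on other chromosomes had their best match on chromosome 7, in *Rps15a*, *Tmem41b* or *Mrpl48*. A stretch of chromosome 7 from another strain, carried along with the deletion through breeding, is a candidate explanation, with reads of its variants placed on processed copies such as *Rps15a-ps7* (log2 fold change 4.36, adjusted p = 7.77e-08). Over all autosomal genes, those of chromosome 7 had an unadjusted p under 0.01 more often (odds ratio 1.43, exact p = 0.00642; 1.33 and p = 0.0343 without the called genes), and in PWS-cr pups they did not (odds ratio 0.51, exact p = 0.585). Of the 18 called genes on other chromosomes, only these 5 pseudogenes are covered by it, and an effect of the deletion on its own chromosome stays open as the biological explanation, untested. Of the 25 calls, 18 were lost on removing at least 1 of the 7 libraries, and the count fell to 28 called genes in all without 4_3_IC and to 31 without 4_6_IC.

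The effects of 43 genes differed between the 2 models by edgeR's test of the difference over the 7 PWS-IC libraries, as given beside the comparison of the models.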

How the results depend on the processing

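Fits over the 7 libraries, with the grouping of the authors' deposited table, of DESeq2 with sex and of PWS-cr females, list tests without single libraries, and oxygen transport calls with no filter, were chosen after the result was seen. The number of DEGs in PWS-cr mice was 3, and 7 with DESeq2 on the same genes (also 7 on all genes with sex in the model) and 10 with DESeq2 on all genes or with no filter; RLE, the library sizes without erythroid and mitochondrial genes, sex or the robust option left 3, a stricter filter 2, no litter 4, males 4 and females without litter 4, and removing a library gave 2 to 4. PWS-IC mice as labelled had 0 DEGs by edgeR (1840 at an unadjusted p under 0.05), 1 or 2 with DESeq2 on the same or on all genes, 471 with no filter, and 0 to 1 on removing a library (1 without 1_7_IC). The count was 53 over the 7 libraries, 174 with sex, 223 with DESeq2, and 28 to 55 on removing a library (28 without 4_3_IC, 31 without 4_6_IC); with the authors' grouping it was 39, 31 with sex, 155 with DESeq2 on all genes, 56 with both, 44 less 1_1_IC and 24 in females. Changed genes of the PWS interval lists numbered 2 in PWS-cr mice, 1 with the stricter filter or males alone, which test fewer genes or pups, and 2 to 3 on removing a library. In PWS-IC mice they numbered 0 as labelled (0 on removing any library; 6 paternally expressed genes at an unadjusted p under 0.05 and 0 by DESeq2), 11 with no filter, 11 over the 7 libraries (9 to 11 on removing a library), and with the authors' grouping 11, 10 with sex, 11 with DESeq2, 10 with both, 10 less 1_1_IC and 8 in females. Shared DEGs numbered 0, 6 with no filter, 3 over the 7 libraries or with the authors' grouping, and 6 with DESeq2 and sex; genes changed differently numbered 0 (1123 at an unadjusted p under 0.05), 87 with no filter, 43 over the 7 libraries and 39 with the authors' grouping. Oxygen transport calls were 0 of 9 as labelled (0 on removing any library, 0 by DESeq2), 3 with no filter, 1 over the 7 libraries (3 with sex, 2 with DESeq2; 0 to 3 on removing a library, with 3 without 1_1_IC, 2 without 1_5_IC or 4_5_IC and 0 without 1_10_IC, 4_3_IC, 4_4_IC or 4_6_IC), and with the authors' grouping 0, 3 with sex, 4 with DESeq2, 4 with both, 3 less 1_1_IC and 3 in females. Lists passing camera numbered 7 in PWS-cr mice, 0 with an estimated correlation, 1 by fry and 2 to 11 on removing a library (11 without 1_3_Cr, 3 without 3_1_Cr, 2 without 3_5_Cr); 8 in PWS-IC mice as labelled, 0 with an estimated correlation, 0 by fry, 14 with the authors' grouping and sex, and 5 to 11 on removing a library (5 without 1_10_IC or 4_3_IC); and 12 over the 7 libraries, 1 with an estimated correlation and 2 by fry. With an estimated correlation, 1 list passed with the authors' grouping and sex. Principal component 1 held 49.8% of the variance in PWS-IC libraries and 32.4% over the 7. Lists whose direction by camera reversed are given by their median log2 difference, the sign of which can differ from the test's, as for neuropeptides with the authors' grouping and sex, and for myelin (−0.0376) and the olfactory list (−0.0109) as labelled, both higher by the test. They were in PWS-cr mice on removing a library −0.15 to 0.0185 for dividing cells (the highest without 1_3_Cr), and, each lowest without 3_5_Cr, −0.0726 to 0.18 for endothelium (adjusted p = 0.0331), −0.0242 to 0.41 for meninges and −0.17 to 1.36 for muscle and cartilage. In PWS-IC mice they were −0.42 for myelin and −0.0522 for the olfactory list with sex added; −0.15 to 0.0929 for choroid plexus on removing a library (−0.15 without 1_3_IC, adjusted p = 0.0447); over the 7 libraries −0.25 for myelin, −0.16 for choroid plexus, −0.16 for microglia and −0.18 for meninges; with the authors' grouping −0.38 for myelin, −0.16 for neuropeptides, −0.24 for choroid plexus, −0.37 for microglia, −0.34 for meninges, −0.12 for astrocytes, −0.24 for cerebellum and hindbrain and −0.10 for ribosomal proteins; and with sex as well −0.66 for myelin, 0.0278 for neuropeptides, −0.27 for choroid plexus, −0.38 for microglia, −0.25 for meninges, −0.26 for astrocytes, −0.20 for dividing cells, −0.29 for cerebellum and hindbrain and −0.17 for the olfactory list. Apart from the alternatives that test fewer genes or pups, the cause was not tested. Of the single named genes under the alternatives set before the data were examined, 1799 values in PWS-cr mice and 1714 in PWS-IC mice kept direction and side of the threshold, 15 and 49 gained a call, 4 in PWS-cr mice lost one, and 145 and 20 uncalled values changed sign; over the 7 libraries 667 kept both, 116 lost and 30 gained a call and 15 changed sign. Fits on all labelled libraries were not run, since 2 have no column, nor was PWS-cr females with litter, which leaves no residual degrees of freedom. As for depth, simulated 1.5-fold changes were recovered by edgeR in 56.7% of genes in the PWS-cr design, 31.3% in the PWS-IC design and 34.3% over the 7 libraries, so most changes of that size in PWS-IC mice would be missed.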

Differences from the paper's values

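Values over the grouping of the authors' deposited table, over the 7 libraries and of DESeq2 with sex were chosen after the result was seen. The paper reports 7 DEGs in PWS-cr mice, and 3 were called here at the same adjusted threshold by edgeR. Counts were taken to differ where one was more than 1.5 times the other. Of the 21 alternatives set before the data were examined, DESeq2 on the same genes (7), DESeq2 on all genes (10) and no filter (10) did not differ from the paper, and the other 18 did; each of these 3 calls *Ndn*, *Mafa*, *Gm44559* and *Gm44562*. The paper reports 59 DEGs in PWS-IC mice, and 0 were called here by edgeR (1840 at an unadjusted p under 0.05; DESeq2 called 1); all 19 alternatives differed. The authors' deposited table holds 58. DESeq2 on all genes with sex and the grouping of that table, chosen after seeing the values, called 56 and drops 3 of the table's 58. The paper's share of PWS-cr changes shared with PWS-IC is 50%. Here it was 0% as labelled, where edgeR called 0 genes in PWS-IC mice, so none could be shared. No filter did not differ and the other 4 of 5 alternatives did. Over the 7 libraries, and with the grouping of the authors' deposited table, edgeR shared all 3 genes called in PWS-cr mice. DESeq2 on all genes with sex and that grouping shared 6 of 7. The paper's share pools isoforms, which were not analysed here.

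Where the paper gives a z, the edgeR value set against it is the log2 fold change over its standard error, the signed square root of F. It is not DESeq2's statistic, so neither a difference nor a match compares like with like. For *Snhg14* in PWS-cr mice the paper's z is 21.846 and the value here was 25.7, with all 21 alternatives differing. DESeq2 on all genes with sex, chosen after seeing the values, gave 21.8 and drops 0 of the paper's 7 genes. For *Mafa* the paper's z is −7.014 and here −5.97. The 8 alternatives that did not differ were both DESeq2 fits, sex added, males, and removal of 1_2_Cr, 3_1_Cr, 3_6_Cr or 4_2_Cr, and the other 13 did; DESeq2 with sex, chosen after seeing the values, gave −7.01 and drops 0 of the 7 genes. In PWS-IC mice the paper gives *Per1* a z of −4.25, and here it was −1.80, not differing without 1_3_IC alone. The paper's z of *Igf1* is 4.164, and here it was 1.62, not differing in females alone. The paper's adjusted p of *Per1* is 0.012 and that of *Igf1* 0.015, and here they were 0.565 and 0.576, with all 19 alternatives differing. DESeq2 with sex and the grouping of the authors' deposited table, chosen after seeing the values, gave *Per1* a z of −4.25 and drops 3 of that table's 58 genes.

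Log2 fold changes in PWS-IC mice differed for these genes, the paper's value in Fig. 5a, read by eye, first and the value here after it: *Ager* about 1.6 and 0.37, *Alas2* about 1.7 and 0.28, *Cdhr1* about −1.4 and −0.18, *Frmd7* about −1.9 and −0.63, *H19* about 0.8 and 0.16, *Hba-a1* about 2.5 and 0.52, *Hbb-bs* about 2.7 and 0.52, *Hbb-bt* about 2 and 0.49, *Igf1* about −0.9 and −0.28, *Magel2* about −4.4 and −2.35, *Met* about −0.7 and −0.21, *Minar1* about −0.8 and −0.35, *Mir344-2* about −5.3 and −3.67, *Mkrn3* about −4.8 and −1.51, *Ms4a15* about −4.6 and −0.85, *Ndn* about −5 and −1.63, *Peg12* about −4.1 and −1.41, *Per1* about 0.8 and 0.33, *Ppp1r3b* about −1.3 and −0.74, *Prss56* about −3.3 and −0.87, *Snhg14* about −3.1 and −2.17, *Snrpn* about −5.4 and −1.88, *Sspn* about −1.3 and −0.47, *Tbx21* about −2.5 and −0.69, *Tmem229a* about −0.7 and −0.19, *Tmem72* about −1.2 and −0.49 and *Tppp* about −0.8 and −0.27. With sex added, and with females alone, the values of *Ager*, *Cdhr1*, *Frmd7*, *H19*, *Igf1*, *Met*, *Minar1*, *Per1*, *Ppp1r3b*, *Sspn*, *Tbx21*, *Tmem229a*, *Tmem72* and *Tppp* no longer differed. With sex added alone the values of *Alas2*, *Hba-a1*, *Hbb-bs*, *Hbb-bt*, *Ms4a15* and *Prss56* no longer differed. Without 1_3_IC alone the values of *Magel2*, *Mkrn3*, *Ndn*, *Peg12* and *Snrpn* no longer differed. With sex added, or without 1_3_IC, the values of *Mir344-2* and *Snhg14* no longer differed. The alternatives not named for a gene differed, and every value here had the sign of the paper's. With the authors' grouping and sex in edgeR, chosen after seeing the values, all 27 lay within the standard error, of which edgeR called 11 and DESeq2 25; that edgeR fit drops 27 of the 58 genes of the authors' deposited table. The PWS-cr values of Fig. 5a and the value set against the z of *Ndn* did not differ. *Ndn* nevertheless passed the adjusted threshold in the authors' deposited PWS-cr table and not by edgeR here.

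The paper names *Ndn*, *Mafa*, *Gm44559* and *Gm44562* as changed in PWS-cr mice, and here their adjusted p values from edgeR were 0.0621, 0.383, 0.097 and 0.115; their directions were the paper's. It names *Snhg14*, *Snrpn*, *Ndn*, *Mkrn3* and *Magel2* as changed in PWS-IC mice, and here their adjusted p values as labelled were 0.565, 0.662, 0.701, 0.673 and 0.565, each with a negative log2 fold change; over the 7 libraries, chosen after seeing the values, edgeR called all 5, with 35 of the 58 genes of the authors' deposited table called and 23 dropped. The paper states that PWS-IC libraries clustered mainly by genotype, and here the nearest library had the same labelled genotype for 6 of 9. Over the 7 libraries it did for 7 of 7. The authors' deposited fold changes were met with 1_3_IC and 1_7_IC exchanged, which the labels do not do. Over the 58 genes of their table, 1_7_IC branched with the PWS-IC libraries and 1_3_IC with the wild-type libraries. These genes were called with that grouping, so this split is not independent of it.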

Other observations

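Every value over the 7 PWS-IC libraries and the grouping of the authors' deposited table was chosen after the data were seen; the lists and the splits were set before. Beyond the PWS interval, imprinted genes were among the rises of PWS-IC pups over the 7 libraries: of 44 imprinted genes measured elsewhere, 2 rose (2 when adjusted over the list alone), *Peg10*, a retrotransposon-derived gene active from the paternal chromosome (log2 fold change 0.46, SE 0.0573, adjusted p = 0.00453), and its neighbour *Calcr*, the calcitonin receptor (0.57, SE 0.0816, adjusted p = 0.015), which lie on chromosome 6 at 4747306 to 4760517 and 3685680 to 3764714. The call of *Calcr* was lost without 1_10_IC (adjusted p = 0.101), 4_3_IC (0.0757), 4_4_IC (0.0561), 4_5_IC (0.0522) or 4_6_IC (0.101), and *Peg10* stayed called in each removal. With the grouping of the authors' deposited table edgeR called neither of them, with log2 fold changes of 0.52 for *Peg10* (adjusted p = 0.271) and 0.48 for *Calcr* (adjusted p = 0.203). The list as a whole did not pass camera (adjusted p = 0.32). *Slc2a1*, the glucose transporter of the blood-brain barrier and the 1 called gene of the 21 hypoxia responsive and of the 19 endothelial and pericyte genes, rose (0.54, SE 0.0857, adjusted p = 0.033); its call was lost without 1_1_IC (adjusted p = 0.0749), 1_10_IC (0.19), 4_3_IC (0.144) or 4_5_IC (0.13), with log2 fold changes of 0.46 to 0.54. Of 16 markers of meninges and fibroblasts, 1, the gap junction gene *Gjb2*, fell (−1.04, SE 0.174, adjusted p = 0.0443) and 4 were lower when adjusted over the list alone (median −0.17; camera, adjusted p = 0.00129; adjusted p = 0.733 with an estimated correlation); its call was lost without 1_1_IC (adjusted p = 0.12), 4_3_IC (0.228), 4_4_IC (0.0854), 4_5_IC (0.104) or 4_6_IC (0.126).

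Over the same 7 libraries other groups were lower by camera: GABA-A receptor subunits in 15 of 16 genes (median −0.12, adjusted p = 0.00984), serotonin receptors and transporter in 12 of 16 (−0.16, adjusted p = 0.0486), choroid plexus in 17 of 20 (−0.16, adjusted p = 0.0113) and microglia in 15 of 18 (−0.20, adjusted p = 0.032), each with adjusted p = 0.733 with an estimated correlation. Genes of myelin and the oligodendrocyte lineage were lower in 22 of 28 cases (median −0.26; adjusted p = 0.00508; adjusted p = 0.733 with an estimated correlation), with 0 called by edgeR, 7 at an unadjusted p under 0.05, 1 when adjusted over the list alone and 1 by DESeq2. In the wild-type library 1_1_IC, 22 of 25 of these genes were higher than in its littermates (median log2 difference 0.33). This library may therefore carry part of the myelin fall, here and with the grouping of the authors' deposited table. Higher were haemoglobin and erythroid genes in 17 of 23 cases (median 0.19, adjusted p = 0.00508; adjusted p = 0.493 with an estimated correlation), of which 1 was called and 6 when adjusted over the list alone, pituitary markers in 6 of 7 (0.17, adjusted p = 0.0357; adjusted p = 0.493 with an estimated correlation), ribosomal protein genes in 25 of 25 (0.12, adjusted p = 0.000335) and mitochondrially encoded genes in 9 of 10 (0.08, adjusted p = 0.0371), the last 2 with adjusted p = 0.733 with an estimated correlation. With the grouping of the authors' deposited table, camera's adjusted p passed for serotonin (median −0.18, 0.00297), choroid plexus (−0.26, 0.000454), microglia (−0.39, 3.83e-06), meninges (−0.33, 2.04e-07), myelin (−0.40, 3.21e-06) and erythroid genes (0.23, 0.00128). It did not pass for GABA-A subunits (−0.07, 0.196; 11 of 16 negative), pituitary markers (0.01, 0.756; 4 of 7 positive) or mitochondrially encoded genes (0.04, 0.756; 7 of 10 positive). Over all lists in that grouping, 11 passed camera and 1 passed with an estimated correlation. All 25 ribosomal protein genes were negative there instead (median −0.13, camera's adjusted p = 0.196). With sex in that model the ribosomal list was higher (median log2 difference 0.26, camera's adjusted p = 0.004). With sex, 14 lists passed camera and 1 passed with an estimated correlation. Over the 7 libraries, single genes were also adjusted over the list alone. By edgeR 3 GABA-A subunits and 3 choroid plexus genes were then called. Of the microglial, serotonin, pituitary and ribosomal lists, 0 genes were called. In these 4 lists, 2, 3, 0 and 5 genes had an unadjusted p under 0.05 and DESeq2 called 0.

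As labelled, the 9 PWS-IC libraries gave 8 lists past camera. Lower, besides the paternally expressed genes, were GABA-A subunits (median −0.20, adjusted p = 0.0248). Higher were glucocorticoid responsive genes (0.24, adjusted p = 1.39e-06; adjusted p = 0.49 with an estimated correlation; 6 when adjusted over the list alone), hypothalamic neuropeptides (0.30, adjusted p = 0.00056), pituitary markers (0.24, adjusted p = 0.0158; adjusted p = 0.49 with an estimated correlation), cerebellum and hindbrain markers (0.27, adjusted p = 0.0137; adjusted p = 0.731 with an estimated correlation), ribosomal proteins (0.35, adjusted p = 1.17e-10) and mitochondrially encoded genes (0.14, adjusted p = 0.0148). The GABA-A, neuropeptide, ribosomal and mitochondrial lists had adjusted p = 0.672 with an estimated correlation.

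The other lists did not pass, given as median log2 fold change with camera's adjusted p in brackets. In PWS-cr mice, these were PWS interval maternally expressed −0.03 (0.731), PWS interval flanking not imprinted 0.01 (0.962), haemoglobin and erythroid 0.04 (0.236), oxygen transport 0.12 (0.103), circadian clock −0.03 (0.791), glucocorticoid responsive −0.00 (0.721), immediate early 0.06 (0.168), hypoxia responsive 0.00 (0.991), insulin and insulin-like growth factor −0.01 (0.962), imprinted genes outside the PWS interval 0.03 (0.444), GABA-A receptor subunits −0.00 (0.962), serotonin receptors and transporter 0.08 (0.422), hypothalamic neuropeptides −0.12 (0.255), prohormone processing 0.02 (0.328), eye and retina −0.02 (0.962), pituitary 0.01 (0.962), pineal −0.09 (0.721), microglia 0.06 (0.167), endothelial and pericyte 0.07 (0.103), astrocyte and radial glia 0.07 (0.0863), neurons −0.01 (0.962), cerebellum and hindbrain 0.09 (0.401), olfactory bulb and epithelium 0.04 (0.731), sex chromosome 0.02 (0.989) and ribosomal protein 0.02 (0.157). In PWS-IC mice as labelled, they were PWS interval maternally expressed −0.16 (0.350), PWS interval flanking not imprinted −0.06 (0.350), haemoglobin and erythroid 0.15 (0.136), oxygen transport 0.33 (0.270), myelin and oligodendrocyte lineage −0.04 (0.951), circadian clock −0.00 (0.973), immediate early 0.16 (0.270), hypoxia responsive 0.09 (0.0753), insulin and insulin-like growth factor −0.07 (0.621), imprinted genes outside the PWS interval 0.03 (0.621), serotonin receptors and transporter −0.09 (0.649), prohormone processing 0.10 (0.136), choroid plexus 0.02 (0.951), eye and retina 0.01 (0.270), pineal 0.00 (0.951), microglia 0.13 (0.186), endothelial and pericyte 0.05 (0.136), meninges and fibroblast 0.04 (0.690), muscle and cartilage 0.14 (0.273), astrocyte and radial glia 0.03 (0.951), dividing cells 0.06 (0.270), neurons −0.06 (0.748), olfactory bulb and epithelium 0.03 (0.893) and sex chromosome −0.10 (0.852). Over the 7 libraries, they were PWS interval maternally expressed 0.04 (0.714), PWS interval flanking not imprinted −0.06 (0.320), oxygen transport 0.19 (0.0769), circadian clock 0.04 (0.388), immediate early 0.06 (0.714), hypoxia responsive 0.05 (0.227), insulin and insulin-like growth factor −0.06 (0.978), imprinted genes outside the PWS interval 0.02 (0.320), hypothalamic neuropeptides 0.08 (0.388), prohormone processing 0.02 (0.857), eye and retina 0.08 (0.320), pineal −0.02 (0.868), endothelial and pericyte 0.08 (0.129), muscle and cartilage 0.15 (0.0745), astrocyte and radial glia −0.09 (0.0565), dividing cells −0.02 (0.714), neurons −0.03 (0.554), cerebellum and hindbrain 0.03 (0.833), olfactory bulb and epithelium −0.00 (0.986) and sex chromosome 0.42 (0.0738). Median, mean and direction of the test differed in sign in PWS-cr mice for the paternally expressed, insulin, eye and retina, pituitary and sex chromosome lists, in PWS-IC mice as labelled for the myelin, circadian, choroid plexus, pineal, astrocyte and olfactory lists, and over the 7 libraries for the insulin, prohormone and sex chromosome lists.

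Splits of the pups within litters were used to ask whether chance can be excluded. For the number of DEGs in PWS-cr mice, 3, it cannot: 2 of 36 splits, the real one included, gave as many, and the highest other gave 751, a split that sets 6 libraries (1_1_Cr, 1_2_Cr, 1_3_Cr, 2_2_Cr, 3_1_Cr and 4_1_Cr) against the others and points to a structure of the samples other than genotype. The 6 libraries are those on the positive side of principal component 1, which held 21.9% of the variance. On that side it was led by Y-linked genes such as *Ddx3y* and by *Ms4a15*, *Tbx21* and *Prss56*. On the other it was led by *Hoxa5*, *Hoxb8* and other Hox genes and by *Xist*. Both genotypes stood on each side. *Ms4a15*, *Tbx21* and *Prss56*, called in the authors' deposited PWS-IC table, thus also varied among pups of the PWS-cr series. Whether the amount of spinal cord and hindbrain tissue sets this component was not tested. The split of the count does not bear on single genes such as *Snhg14* and *Gm44831*, whose levels in the PWS-cr and wild-type libraries did not overlap. For the 0 DEGs of PWS-IC mice as labelled by edgeR (1840 at an unadjusted p under 0.05, 1 by DESeq2) the splits say nothing on chance, since any count is at least 0: 60 of 60 were as high, with 39 in the highest other, which is the grouping of the authors' deposited table. That grouping gave 39 genes in 1 of 60 splits, with 7 in the highest other, but it was taken up after the PWS interval genes that make up most of its calls were seen, so the splits do not test it against chance. For the 53 genes of the 7 libraries the splits are too few, with the real count highest in 1 of 18 and 10 in the highest other. For the lists it cannot be excluded: 17 of 36 splits gave at least the 7 of PWS-cr mice (highest other 15), and 25 of 60 the 8 of PWS-IC mice (highest other 13). For genes changed differently as labelled (0 by edgeR, run in that tool alone, with 1123 at an unadjusted p under 0.05), the splits likewise say nothing, with 40 of 40 drawn splits as high and 3 in the highest other.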
